# Exon level machine learning analyses elucidate novel candidate miRNA targets in an avian model of fetal alcohol spectrum disorder

**DOI:** 10.1371/journal.pcbi.1006937

**Published:** 2019-04-11

**Authors:** Abrar E. Al-Shaer, George R. Flentke, Mark E. Berres, Ana Garic, Susan M. Smith

## Abstract

Gestational alcohol exposure causes fetal alcohol spectrum disorder (FASD) and is a prominent cause of neurodevelopmental disability. Whole transcriptome sequencing (RNA-Seq) offer insights into mechanisms underlying FASD, but gene-level analysis provides limited information regarding complex transcriptional processes such as alternative splicing and non-coding RNAs. Moreover, traditional analytical approaches that use multiple hypothesis testing with a false discovery rate adjustment prioritize genes based on an adjusted p-value, which is not always biologically relevant. We address these limitations with a novel approach and implemented an unsupervised machine learning model, which we applied to an exon-level analysis to reduce data complexity to the most likely functionally relevant exons, without loss of novel information. This was performed on an RNA-Seq paired-end dataset derived from alcohol-exposed neural fold-stage chick crania, wherein alcohol causes facial deficits recapitulating those of FASD. A principal component analysis along with k-means clustering was utilized to extract exons that deviated from baseline expression. This identified 6857 differentially expressed exons representing 1251 geneIDs; 391 of these genes were identified in a prior gene-level analysis of this dataset. It also identified exons encoding 23 microRNAs (miRNAs) having significantly differential expression profiles in response to alcohol. We developed an RDAVID pipeline to identify KEGG pathways represented by these exons, and separately identified predicted KEGG pathways targeted by these miRNAs. Several of these (ribosome biogenesis, oxidative phosphorylation) were identified in our prior gene-level analysis. Other pathways are crucial to facial morphogenesis and represent both novel (focal adhesion, FoxO signaling, insulin signaling) and known (Wnt signaling) alcohol targets. Importantly, there was substantial overlap between the exomes themselves and the predicted miRNA targets, suggesting these miRNAs contribute to the gene-level expression changes. Our novel application of unsupervised machine learning in conjunction with statistical analyses facilitated the discovery of signaling pathways and miRNAs that inform mechanisms underlying FASD.

## Author summary

Genomic research often yields an overwhelming amount of information. Accurate models for predicting and validating multivariate big data in genomics distill complex relationships and interactions. A prime example is fetal alcohol spectrum disorders, the largest known cause of neurodevelopmental disability affecting nearly 5% of children in the United States. Alcohol exposure during pregnancy leads to complex epigenetic and transcriptomic modifications, subsequently impairing signaling pathways in neural and morphologic development. Identifying transcriptomic mechanisms regulating alcohol’s teratogenicity during embryonic development is crucial for understanding variable phenotypic outcomes. This allows for the advancement of future therapeutic interventions that may mediate alcohol’s effects. Most genomic studies do not incorporate various levels of transcriptomic analysis, spanning gene, exon, and splicing variants, because it is difficult to meaningfully consolidate all those analyses. Therefore, enhancing machine learning approaches that corroborate traditional statistical methods can yield novel relationships, and is important for robust functional experiments that proceed from such genomic studies.

## Introduction

Transcriptome-level approaches such as RNA-Seq capture an expression-level snapshot of an experimental system. RNA-Seq is an important discovery platform that generates insights for targeted hypothesis development and testing. However, gene-level analysis provides limited insight into transcriptomic regulation, in part because analytical tools often exclude transcripts represented by splicing variants and altered exon representation [1]. Gene-level analyses can also misrepresent fold-changes. For example, a gene may have two upregulated and two downregulated exons, and thus yield in a net result of no fold-change difference in abundance between the treatment and control. Understanding these exon-level differences offers novel insights into regulatory mechanisms that are otherwise lost during gene-level analysis [1]. Additionally, statistical methods that emphasize transcript-level significance create a loss of information when prioritizing transcripts by their p-values.

When analyzing the big data sets that emerge from RNA-Seq, it is a cumbersome task to narrow down tens of thousands of exon targets to those having the greatest biological relevance. Although statistical models provide a system for condensing such information to the most statistically significant genes or exons, there often remains several thousand genes or exons having a false discovery rate (FDR) below 0.1 or even 0.05. Statistical cutoffs alone weakly inform how to prioritize or further narrow a still-extensive data set for follow-up analysis, and the biological importance of a gene or exon does not always correlate with the strength of the p-value. Thus, a more comprehensive approach is necessary to corroborate the statistical findings and thereby reduce, e.g., an RNA-Seq dataset of 80,000 exons to 5–10 candidate genes/exons for functional analysis. One approach is to employ the combination of statistical and machine learning methods to optimize a solution to the most likely biologically relevant information. By utilizing statistical inference approaches in conjunction with the mathematical models provided in unsupervised machine learning algorithms, the rigor of the two models introduces less bias when selecting the few genes/exons of interest. When applying an unsupervised machine learning model to a highly dimensional dataset, such as that from RNA-Seq, mathematically hidden patterns are learned by the algorithm that are otherwise not identifiable by the researcher [2]. Developing such methodologies is essential for analyzing and interpreting transcriptomic responses to an intervention or stressor.

One such stressor is alcohol. Prenatal alcohol exposure (PAE) is a leading source of neurodevelopmental disability that affects 3% to 5% of U.S. first-graders [3]. Its clinical manifestation, fetal alcohol spectrum disorder (FASD), is typified by growth reduction, deficits in learning and executive function, and a distinct facial appearance [4]; the latter is due to alcohol’s disruption of the neural crest progenitors that form the facial elements [5]. Alcohol alters cellular activity through its direct binding of hydrophilic pockets in select proteins that regulate intracellular signaling; the downstream transcriptional changes enable alcohol to redirect cellular function and fate [6]. Some of these transcription-level changes are mediated by traditional signaling effectors including β-catenin and sonic hedgehog [5]. Other transcriptional changes result from changes in DNA methylation and the altered abundance of both long non-coding RNAs and non-coding micro-RNAs, or miRNAs [7–9]; these latter may have diagnostic utility as biomarkers for alcohol-exposed infants. Using an embryonic avian model that recapitulates the facial deficits that occur in FASD, we utilized RNA-Seq to identify gene expression patterns that potentially inform how alcohol disrupts the development of these neural crest facial progenitors [10,11]. Our gene-level analyses of alcohol-exposed early neural folds, which are enriched in neural crest, identified 3422 transcripts having differential expression in response to alcohol, and these mapped to KEGG pathways with enriched representation including ribosomal biogenesis, oxidative phosphorylation, and mTOR, among others [10]. To gain additional insight into these transcriptional changes and their underlying mechanisms, here we apply principal component analysis (PCA) and k-means in conjunction with statistical approaches to optimize the discovery of functional exon transcripts. Unsupervised machine learning reduced the biological noise and dimensions of our multivariate RNA-Seq data to a subset of orthogonal variables that best defined the variance among the exon transcripts. This approach identified candidate splicing variants and regulatory motifs that shape cellular responses to alcohol.

## Methods

### Dataset

The RNA-seq dataset was originally described in Berres et al. [10]. To summarize, it was derived from neural fold-stage (4–7 somites) chicken (*Gallus gallus*, strain Special Black) embryos that were exposed to a pharmacologically-relevant alcohol concentration (52 mM for 90 min) or isotonic saline, followed by a 4.5 hr recovery period. The cranial headfolds were isolated 6 hours following the initial alcohol exposure. Following RNA isolation, cDNA synthesis, and quality assurance [10], paired-end reads (75 bp) were generated on an Illumina Genome Analyzer IIx (University of Wisconsin Biotechnology Center, Madison, WI). The obtained reads were freshly analyzed using the pipeline described below.

### Exon mapping and quantification

A schematic of the exon analysis pipeline is shown in Fig 1A. Trimming of the RNA-Seq sequence reads was performed as described in our previous study [10]. The quality of the fastq files was checked in FastQC to ensure there were no overabundant sequences, adapters, or poor sequence quality scores [12]. The fastq sequence files were then aligned to the *Gallus gallus* 5.0 Ensembl reference genome using Bowtie2 [13], and the resulting SAM file was converted to a BAM file and fed into the subread featureCounts package [14]. Parameters used in the subread featureCounts program included a stringency parameter (-B) that ensured the mapping of both paired ends when assigning a count to a specific exon. Additionally, the parameter -f was used to specify feature (exon) level counts and not metafeature (gene) level counts. Other unique parameters include -p and -s 0, which correspond to paired end runs and mapping reads either on the forward or reverse strand, respectively. For normalization and statistical analysis, we used the DEXSeq package under the R software v3.4.4. DEXSeq is a conservative approach that utilizes a negative binomial distribution with a generalized linear model to adjust for false positive significance values that result from running statistical tests on tens of thousands of exons [1]. The output of the featureCounts program was used as the input for the DEXSeq package. The DEXSeq analysis generated Benjamini-Hochberg (BH) adjusted p-values, log2 fold changes, exon base mean expression values, exon usage coefficients, normalized raw counts for each exon, exon coordinates, full and reduced linear regression model statistics, exon transcripts, and exon dispersion estimates, as detailed in the DEXSeq manual [1]. All subsequent statistical and machine learning analyses only utilized BH adjusted p-values below 0.1, or a false discovery rate (FDR) of 10%. Due to the DEXSeq analysis pipeline, it is important to note that negative fold changes correspond to genes upregulated by alcohol, and positive fold changes are genes downregulated by alcohol.

**Fig 1:**
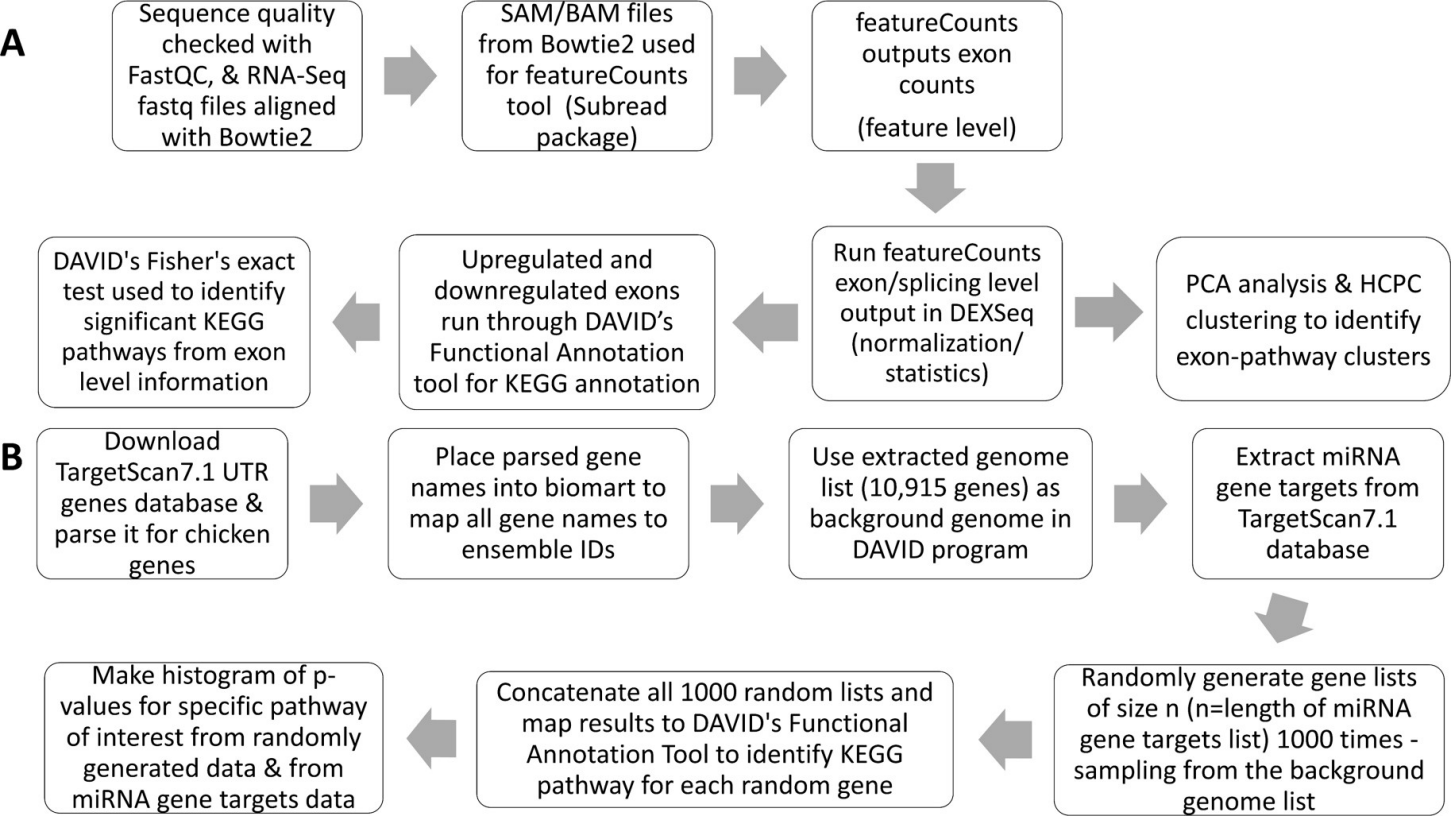
Exon Quantification and RDAVID Workflows. (A) The pipeline portrays the steps and tools used to map the raw sequence reads and quantify exon expression counts. (B) The creation process for the RDAVID program.

### Principal component analysis and HCPC clustering

We isolated upregulated exons and downregulated exons based on the log2 fold change and mapped each exon to its corresponding KEGG pathway(s) using the DAVID Functional Annotation Tool v6.8. We applied a principle component analysis with the exon IDs as the observations (~7,000 exons), and all the normalized raw counts and exon usage coefficients as the variables. All exons used in the PCA analysis had a BH adjusted p-value below 0.1 from the DEXSeq analysis. The KEGG pathways were used as the supplementary qualitative variable for identification of exon-pathway clusters. We scaled the data using the *FactoMineR* PCA package to standardize expression values that were measured in different scales (i.e. exon usage coefficients and read counts). A scree plot, a squared cosine quality of representation, and a correlation circle were generated using the *factoextra* R package. The contribution of an observation to the principal components was calculated using the *FactoMineR* package, where the squared factor score of the observation was divided by the eigenvalue of the component, resulting in the ratio used for the contribution of an exon [15]. To identify clusters of interest within the dataset, we utilized the Hierarchal Clustering on Principal Components (HCPC) algorithm adapted from [16]. The HCPC algorithm under the *FactoMineR* package combines hierarchal and k-means clustering to partition the observations into the most likely clusters representative of a large multivariate dataset. The HCPC algorithm first uses the Ward criterion for hierarchal clustering on the principal components; the Ward criterion is based on multidimensional variance, making it appropriate for post-PCA clustering [17]. The number of clusters was then determined with initial partitioning of the hierarchal tree, followed by k-means clustering to optimize the final result [17].

In parallel, we performed a separate cluster analysis of the exon dataset using a self-organizing map (SOM) / artificial neural network (ANN) approach. The optimal number of clusters to partition the dataset was calculated with the wss metric, gap statistic, and silhouette methods. We utilized the Kohonen R package and built our SOM with a 0.01 learning rate, 15x10 map, and 15,000 epochs. The number of epochs was calculated at the threshold in which the mean distance between an observation and the closest unit neuron decreased and remained stable. The dimensions of the SOM grid were calculated at the point in which the node counts map had a minimized number of empty nodes in the ANN. We then applied hierarchal clustering to view the partitioned clusters.

### miRNA PCA and k-means clustering

To identify the most likely functionally-relevant miRNAs, we conducted a PCA and k-means clustering analysis on those miRNA-encoding exons having BH adjusted p-values below 0.1. The exon-miRNA loci were identified using the UCSC *Gallus gallus* 5.0 genome browser and included miRNAs that were encoded within a single exon, across two exons, or were within an intron for which the flanking exons were significantly altered. We used miRbase (release 22) to confirm that all these miRNAs were previously validated in vivo [18–20]. The principal component analysis was conducted in the same manner as described above. For the k-means clustering analysis, we utilized the *factoextra* R package. The optimal number of clusters was determined using the elbow method, in which the within-sum of squares (wss) measure was plotted for each value of k clusters (1–10). The cutoff of k = 3 was based on the location of the bend in the plot (S1 Fig) where the wss measure leveled off and did not add substantial value to the variance explained by the clustering [17]. Calculating the optimal number of clusters using the average silhouette and gap statistic methods yielded an optimal number of k = 2 and k = 4 clusters, respectively, and taking the average between all three methods replicated the k = 3 clusters found with the wss metric. When generating the k-means graph, we ran the algorithm with 50 different random starting points, and the result with the lowest within-cluster variation was selected [17]. The ellipsis drawn around each miRNA cluster was calculated with Euclidean distance. To further validate the miRNAs found in the k-means clusters, we also applied a fuzzy c-means clustering to the dataset. Each miRNA was assigned a probability of belonging to each cluster (membership coefficient). To test for spatial randomness in the data, we assessed the cluster tendency of the miRNA dataset versus a randomly generated dataset using the Hopkins statistic, with a null hypothesis that the dataset was uniformly distributed, and the clustering was due to random chance [21]. A Hopkins statistic (H) of 0.5 means the data are uniformly distributed because the summations of the mean nearest neighbor distances in the real $\sum_{i=1}^{n}x_{i}$ and randomly generated $\sum_{i=1}^{n}y_{i}$ datasets are close to each other [21].

$$H=\frac{\sum_{i=1}^{n}y_{i}}{\sum_{i=1}^{n}x_{i}+\sum_{i=1}^{n}y_{i}}$$ (1)

Each randomly generated dataset contained the same number of n observations and similar numeric ranges as the exon variables in the miRNA dataset. We also performed a visual assessment of cluster tendency (VAT) using the *factoextra* R package by computing an ordered dissimilarity matrix with a Euclidean distance measure between miRNAs in the dataset. A VAT heatmap was also generated from the random dataset. The SOM neural network analysis could not be applied to the miRNA dataset because it contained too few predictors (N = 6) and observations (N = 22) for it to build a SOM map that contained enough observations per node. This prevented the SOM from properly learning the dataset as it could not reduce the mean distance errors between the observations and the ANN nodes.

### miRNA RDAVID pathway analysis

We identified each miRNA’s gene targets from the TargetScan 7.1 *Gallus gallus* database, and mapped each gene target name to its Ensembl ID using Ensembl’s biomart tool. We ran the resulting Ensembl ID gene list for each miRNA through DAVID’s Functional Annotation Tool v6.8 to identify the KEGG pathway clusters shared among the gene targets. In addition, we downloaded the TargetScan 7.1 UTR Sequences database and parsed the gene names belonging to the chicken species ID (9031). We placed the parsed gene names into biomart and mapped all gene names to their Ensembl gene IDs. This Ensembl gene IDs list (10,915 genes) was used as the background genome list in the RDAVID program. Using an approach similar to [20], we developed the RDAVID program, a custom-built R program (github.com/abrar-alshaer/RNA-Seq) that we used to evaluate the likelihood of the miRNA gene targets’ KEGG clusters resulting from random chance. We used the *RDAVIDWebService* library to programmatically access the DAVID API. In the program, we generated random gene lists of size n (n = same length of miRNA gene targets list) by sampling from the background genome list. This process was repeated 1000 times to create 1000 random gene lists of size n. Next, we concatenated all 1000 random lists and mapped the genes to DAVID's Functional Annotation Tool to identify the KEGG pathway clusters and their corresponding p-values. The p-values were obtained using Fisher’s exact test implemented by the DAVID software [22] and plotted by histogram. A schematic of the RDAVID pipeline is shown in Fig 1B.

## Results

### Dimension reduction identifies differentially expressed exons and pathways

Using the pipeline depicted in Fig 1A, we identified 6,857 exons that had significant differential expression in the comparison of control and alcohol-exposed cranial neural folds. 

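The comparison rested on 4 sequencing lanes of paired-end reads (75 bp) from cranial headfolds. The headfolds were pooled by 23 and taken 6 hr after the start of a 90 min exposure to 52 mM alcohol or to isotonic saline. Both control lanes came from a single sequencing run (lanes 6 and 7) and both alcohol lanes from a different run (lanes 5 and 6), so treatment and sequencing run cannot be told apart in any comparison of the groups, and no run holds both groups. The mRNA had been selected on poly-T beads and primed with random hexamers. The authors deposited the raw counts that featureCounts assigned to 220717 exon parts of 24513 gene identifiers in Gallus gallus 5.0, without regard to strand. An exon part is a stretch of a gene that lies between 2 neighbouring annotated exon boundaries, and it is numbered along the chromosome, so exon part 1 of a gene on the minus strand lies at its 3' end. Genes that overlap share a combined identifier (344 identifiers), and the counts of such an identifier cannot be assigned to one of its genes. The control lanes held 20951322 and 20861872 counts and the alcohol lanes 15388474 and 16991925 counts. The mitochondrial genome took 44.2% of the counts in each control lane and 33.3% and 32.9% in the alcohol lanes.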

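Before any comparison of the groups, the 2 lanes of each group were compared over genes. The chi-square divided by its degrees of freedom was 1.03 over 15974 genes for the control lanes (chi-square 16434.6, 15973 degrees of freedom). This is slightly above the 1 that sampling noise alone gives and below the limit of 1.1 set in advance, so they were summed and counted as 1 library. The alcohol lanes differed by more (4.90 over 16063 genes) and were kept as 2 libraries. The study describes replicate samples in each group, but the labels tell apart only lanes of a run, so whether the alcohol lanes hold separate pools is not known. The comparisons thus had n = 1 control library and n = 2 alcohol libraries, which are possibly lanes of a single pool. The spread in every test was estimated from these 2 lanes alone. Each false discovery rate therefore refers to differences beyond lane-to-lane spread, not to differences between embryos or pools. Exon usage, the count of an exon part relative to its gene, was tested with edgeR's quasi-likelihood exon usage test after TMM normalization, for exon parts with at least 10 counts over the libraries in genes with 2 or more such parts, at a false discovery rate of 0.1 (Benjamini-Hochberg). All log2 changes computed here are given as alcohol over control, so a positive value is a higher value after alcohol, opposite to the sign of the paper's log2 fold changes. Intervals and floors cover counting error only. The floor of 3 counts was 0.143 CPM in the deepest lane and 0.195 CPM in the shallowest.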

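In the test of exon usage, 4590 of 94274 exon parts passed the threshold, and 14933 had an unadjusted p-value under 0.05. With every lane taken as its own library, 9125 passed. With the trend of the usage change over the distance from the 3' end taken off each exon part, an alternative chosen after seeing the data, 919 passed. The authors' deposited table holds 6856 rows for 3630 distinct exons of 1251 genes, since an exon can appear under several pathway groups, up to 10 times in all, and some entries are repeated in full (6838 differ). Of these exons, 3627 could be tested, 3612 (99.6%) had the direction of the authors' deposited table, and 1332 (36.7%) passed the threshold. The smallest p-values among up-regulated exons belonged to exon part 38 of OGT on chromosome 4 (2227053 to 2227767; log2 change 1.56, standard error 0.20, adjusted p = 1.99e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), exon part 12 of GAPDH (1.65) and exon part 24 of ENSGALG00000002531 (2.44). Among down-regulated exons they belonged to exon part 5 of ENSGALG00000014537 (-1.80) and exon part 16 of ENSGALG00000002563+ENSGALG00000028851 (-1.43). The tables of the paper do not pair the last 3 identifiers with gene names. The identifiers of OGT and GAPDH are combined ones, so their exon parts cannot be assigned to 1 gene. Exon part 38 of OGT held 2.63% of the counts of its identifier.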

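Of the exon parts that passed the usage test, 4108 (89.5%) were higher after alcohol and 482 were lower. DEXSeq's model, fitted with DESeq2, gave 3221 higher and 753 lower exon parts. The usage change followed the position of the exon part in its gene. Each gene was divided into 5 stretches by the order of its exon parts from the 5' end, not by length. The last stretch held the most tested exon parts (28158). The median log2 change was 0.35, 0.47, 0.40 and 0.28 in the first 4 stretches and -0.03 in the last. Across the 94274 exon parts, which are not independent replicates, Spearman's rho of the usage change with the relative position was -0.275 (p = 0.0001, the smallest that 10000 permutations of the position within genes can give, two-sided). With exon parts of at least 10 counts in every library, the rho was -0.440. Of the 1210 exons of the authors' deposited table with lower usage after alcohol, 1025 (84.7%) lay in the last of these stretches, against 278 (11.5%) of the 2420 with higher usage. The exons with lower usage had a median length of 375 bases and a median of 2076.5 counts over the 4 lanes, and those with higher usage 144 bases and 123.5 counts. For 338 of the 3630 exons (9.31%, 95% Wilson confidence interval 8.41 to 10.3), abundance after TMM normalization changed in the direction opposite to usage.

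**Figure D1:**
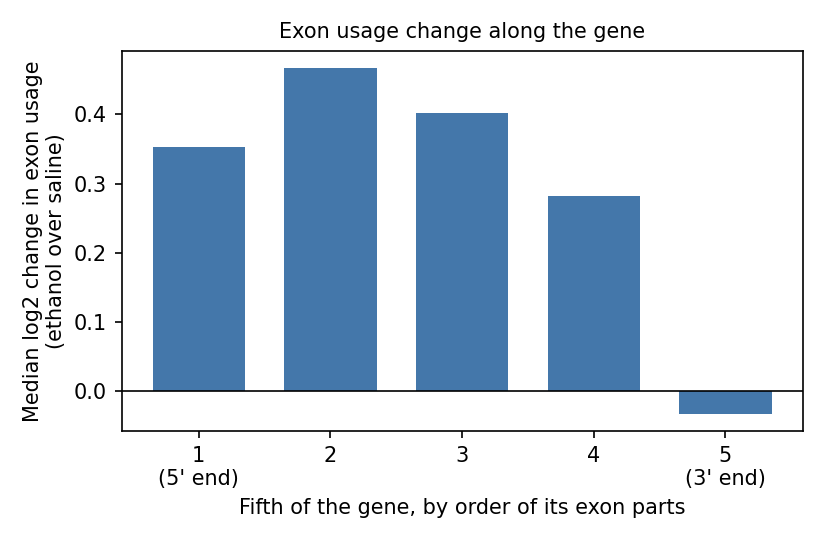
Median log2 change in exon usage (alcohol over control, vertical axis) of all tested exon parts in 5 stretches of their gene (horizontal axis). The stretches run from the 5' end to the 3' end and follow the order of the exon parts, not length. The median lies between 0.28 and 0.47 in the first 4 stretches and is -0.03 in the last.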

Of these, 4,586 were increased and 2,271 were decreased in response to alcohol challenge (GEO accession: GSE115383). These 6,857 exons represented 1,251 genes, as compared with the 3422 genes we identified as alcohol-responsive when analyzed at the gene level [10]. 

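The 4590 exon parts lay in 2589 genes, of which 1868 were not among the genes of the authors' deposited table. At the gene level, with the counts of all exon parts of a gene summed and tested by edgeR's quasi-likelihood test, 4933 of 18093 genes passed a false discovery rate of 0.1, with 2823 higher and 2110 lower after alcohol. DESeq2's Wald test moved this count most, to 1729 genes. Under library size alone, 7826 genes passed, of which 7223 were higher, and the median log2 change of all genes rose from 0.01 to 0.36. Among 98031 exon parts tested for abundance in place of usage, 13885 passed, with 5569 higher and 8316 lower. With library size alone, 31872 passed, with 30428 higher, and the median log2 change of all exon parts rose from 0.04 to 0.63.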

Of these, 391 genes overlapped between the exon-derived and gene-derived lists (S1 Table). 

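The overlap list of S1 Table holds 391 identifiers, 31.3% of the 1251 on the exon-level list. Of the gene-level list, the copy used here holds the first 1999 identifiers in sorted order and leaves out 1423, so the overlap was recounted up to the last identifier held. It came to 300 there, the number the overlap list gives. Against the 5203 genes in that range with at least 2 exon parts that passed the filter on counts, 899 genes were on the exon-level list, 1458 on the gene-level list and 321 on both, with 252 on both for independent lists (odds ratio 1.55, one-sided Fisher's exact test, p = 1.91e-08). These numbers include combined identifiers, whose members were looked up on the gene-level list. With all genes with a counted exon part as the background, the odds ratio was 1.91. With only genes that had at least 1969 counts, a background chosen after seeing the data, it was 1.40 (one-sided Fisher's exact test, p = 3.02e-04).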

Our initial principal component analysis (PCA) attempted to identify pathway-gene interactions at the exon level. However, DAVID’s functional annotation tool does not specifically annotate exons with KEGG classifications; thus, when providing DAVID with an exon list that contains repeated gene IDs, it mapped the repeated genes (i.e. exons of one gene) as KEGG classifications with higher fold-enrichments. This led to a hyper-annotation of each exon in which multiple KEGG pathways mapped to incorrect fold-enrichments, further increasing the dataset’s dimensionality and variance such that exon-pathway clusters could not be identified. To resolve this, and because many of the KEGG pathways are subsets of larger biological processes, we instead assigned the DAVID-defined KEGG classifications to one of twenty meta-KEGG clusters based upon biological function, as described in S2 Table, and then repeated the PCA from the DEXSeq output. 

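The scaled PCA was run on the 3630 distinct exons of the authors' deposited table, with the 4 normalized counts and 2 exon usage coefficients as variables. The first component held 69.6% and the second 29.5% of the variance, 99.1% together (SD 0.0954 over 200 bootstrap samples of the exons). The 4 normalized counts alone moved this most, to 99.9%. Each normalized count correlated with the first component between 0.971 and 0.978. Both usage coefficients correlated with the second component, at 0.894 for alcohol and 0.899 for control. The squared cosine over the first 2 components was between 0.985 and 0.995 for the 6 variables. In the authors' deposited table, the 4 normalized counts matched the count table for all 3630 exons. For 2229 exons (61.4%), the base mean matched the counts of another listed exon of the same gene. Over these 2229 exons, the change in the usage coefficients was set against the usage change computed here. Spearman's rho was -0.0444 for the exon they are listed with and 0.981 for the exon whose counts match the base mean. For the other 1401 exons, the rho with the exon they are listed with was 0.991. With the coefficients moved to the exon whose counts match the base mean, a setting chosen after seeing the data, the first 2 components held 81.3% and 17.8%.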

Analysis of the data using a scree plot, squared cosine quality of representation, and correlation circle affirmed the quality of the algorithm and confirmed that the PCA captured almost all the variance in the dataset within the first and second principal components.

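Exons were ranked by their contribution to components 1 and 2, weighted by eigenvalue, and the top 50 were the 50 exons of Table 1. Together they contributed 60.6% and the exon in first place, exon part 4 of ACTB, 26.8%. Exon part 4 of ACTB contributed 34.8% to component 1 and 7.86% to component 2. On log2(normalized count + 1), its contribution to component 1 was 0.297% and it ranked 9. The next contributions were exon part 26 of GAPDH with 3.78%, exon part 4 of CLDN1 with 3.74%, exon part 23 of ACTG1 with 2.77% and exon part 3 of ENO1 with 2.42%. The top 50 had a median of 8609 normalized counts, against 61.5 for all listed exons, and 43 of them were among the 50 most abundant exons of the list.

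**Figure D2:**
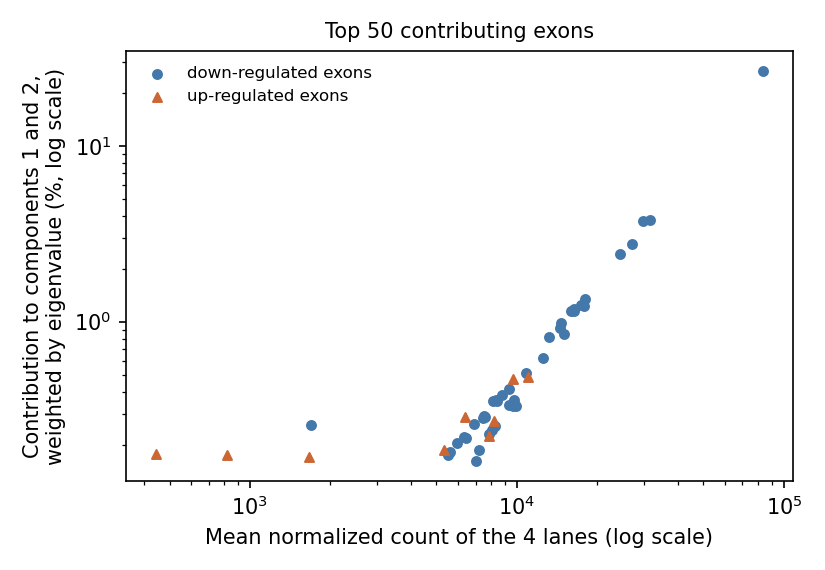
Contribution of each of the top 50 exons to components 1 and 2 (vertical axis, percent, log scale) against the mean of its 4 normalized counts (horizontal axis, log scale), with circles for down-regulated and triangles for up-regulated exons. Exon part 4 of ACTB is the point farthest to the upper right, with 26.8%.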

The top 50 unique exons IDs contributing to the variance of the principal components (PC), regardless of fold-change, are plotted in Fig 2A and presented in Table 1, which also includes the contribution of each exon to the variance in dimensions one and two of the PCA. Of these top contributing 50 exons, 40 were downregulated in response to alcohol and only one exon (within SFRP1) was upregulated with a log2 fold change greater than one. 

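Of the top 50 exons, 41 (82.0%, exact 95% confidence interval 68.6 to 91.4) had lower usage and 9 had higher usage after alcohol. Among the other 3580 exons, 1169 (32.7%) had lower usage (odds ratio 9.40, two-sided Fisher's exact test, p = 1.39e-12). The count stayed between 39 and 44 under every alternative tried. The 1 up-regulated exon of the top 50 with a log2 fold change beyond 1 was exon part 12 of GAPDH, which lies on chromosome 1 from 76954328 to 76954410. Its log2 change here was 1.65 (standard error 0.21, adjusted p = 1.99e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 292 and 309 counts in the control lanes and 598 and 656 in the alcohol lanes. Exon part 2 of SFRP1, with 75.2% of its gene's counts, had a usage change of 0.13 (standard error 0.18, adjusted p = 0.826 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). DEXSeq's model called this exon part, with 0.51 (adjusted p = 0.0989 from DESeq2's likelihood ratio test with Benjamini-Hochberg adjustment). Of the 9 exons with higher usage, 6 had a lower mean normalized count after alcohol, as did 47 of the 50.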

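Among the 100 exons with the highest contributions, 79 had lower and 21 had higher usage after alcohol, and 2 with higher usage had a log2 fold change beyond 1 in the authors' deposited table. Among the top 200, 136 had lower usage, and 19 with higher usage had such a log2 fold change. The contributions summed to 66.7% for the top 100 and 73.3% for the top 200.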

Expansion of this analysis to the top 100 or even top 200 exons did not provide additional information to the PCA above that of the top 50, and again, only 2 of the 100 were upregulated with notable log2 fold changes (at least greater than 1). These 50 exons represented 42 genes, and of these 13 genes overlapped with the 3,422 genes previously identified in our gene-level analysis of this transcriptome set [10], two of which were the ribosomal proteins RPL39 and RPS20 (Table 2). 

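The top 50 exons belonged to 42 genes, of which 11, with 12 of the exons, were on the overlap list of S1 Table. All 13 genes of Table 2 were tested at the gene level, and 3 were higher and 10 lower after alcohol. Of these, 8 passed a false discovery rate of 0.1, with SFRP1 higher (log2 change 0.50, standard error 0.14, adjusted p = 0.00961 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 7 lower. RPS20 changed by -0.71 (standard error 0.13) and RPL39 by -0.57 (standard error 0.13). With library size alone, the direction changed for 4 of the 13 genes, HNRNPA3, the identifier ENSGALG00000001381+ENSGALG00000028375, ITGB1 and PPP1CB, and RPS20 and RPL39 stayed lower, with -0.35 and -0.22.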

Several genes contributed multiple exons to these top 50 and included β-actin (ACTB, 4 exons), cytoplasmic-2-like actin (ACTG1, 3 exons), glyceraldehyde-3-phosphate dehydrogenase (GAPDH, 2 exons), and claudin-1 (CLDN1, 2 exons). 

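The identifiers of ACTB, GAPDH and ACTG1 are combined ones, so counts of an overlapping gene cannot be separated from theirs. Exon part 4 of ACTB lies on chromosome 14 from 4191303 to 4192028 and held 76.2% of the counts of its gene. It had 101283 and 101474 counts in the control lanes and 61376 and 67524 in the alcohol lanes. Its usage change was -0.12 (standard error 0.18, adjusted p = 0.839 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DEXSeq's model sets a part against the other parts of its gene, and gave -0.51 (adjusted p = 6.21e-04 from DESeq2's likelihood ratio test with Benjamini-Hochberg adjustment). Its abundance changed by -0.88 (standard error 0.24, adjusted p = 0.00555 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and by -0.28 with library size alone. Exon parts 11, 12 and 5 of ACTB had usage changes of 0.31, 0.48 and 0.24. The 3 exon parts of ACTG1 in the top 50, 23, 22 and 6, changed by -0.06, 0.12 and 0.40, and exon part 26 of GAPDH by -0.04. Exon part 4 of CLDN1, with 96.6% of the gene's counts, changed by -0.02, and exon part 1 by 0.68 (standard error 0.20, adjusted p = 0.0440 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these 10 exon parts and exon part 12 of GAPDH, edgeR's test called 2, exon part 1 of CLDN1 and exon part 12 of GAPDH. DEXSeq's model called 7. These were the same 2, exon part 4 of ACTB, and 4 with these adjusted p-values from DESeq2's likelihood ratio test with Benjamini-Hochberg adjustment: exon part 4 of CLDN1 (-0.70, adjusted p = 0.0445), exon parts 11 (0.35, adjusted p = 0.0271) and 12 (0.53, adjusted p = 0.00173) of ACTB and exon part 6 of ACTG1 (0.41, adjusted p = 0.0723). In simulated data edgeR's test recovered 1 of 70 exon parts with over 30% of their gene's counts and a log2 change of 1, so a part of this kind that is not called may still have changed.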

A separate PCA on the top 50 down-regulated exons (Fig 2B) and 50 up-regulated exons (Fig 2C) similarly revealed that the up-regulated exons had a weaker impact on the PCA, as reflected in their lower contribution values to the first two dimensions. Thus, the exon-level analysis identified additional exon targets that were not discovered at the gene-level. Moreover, although only 33.1% of the differentially-expressed exons were down-regulated, the PCA results suggest that down-regulation was the most significant transcriptional response to alcohol.

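In separate PCAs, the first 2 components held 69.6% and 29.5% of the variance for the 1210 down-regulated exons and 70.5% and 28.4% for the 2420 up-regulated exons. Within its own PCA, each set's top 50 exons contributed similar sums, 66.3% for down-regulated and 64.8% for up-regulated exons, with medians of 0.355% and 0.335%. The highest single contribution was 29.6% for exon part 4 of ACTB among the down-regulated and 11.7% for exon part 11 of ACTB among the up-regulated exons. In the PCA of all 3630 exons, the same sets of 50 contributed 59.3% and 4.73%. The median normalized count of the 50 was 8312 for the down-regulated and 1627 for the up-regulated exons.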

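Of the 3630 distinct exons, 1210 (33.3%) had lower usage after alcohol. Their share rose with abundance and was 5.18%, 9.70%, 36.7% and 81.7% in 4 equal groups of exons, ordered from the lowest to the highest mean normalized count, and 44 (88.0%) of the 50 most abundant exons had lower usage. Across exons, which are not independent replicates, Spearman's rho of the score on component 1 with the mean normalized count was 0.756, while the rho of the weighted contribution was 0.0927 with the mean normalized count and -0.0103 with the size of the log2 fold change. The median size of the log2 fold change was 0.23 for the top 50 and 0.68 for the other exons. With normalized counts divided by the length of the exon part, 40 of the top 50 had lower usage, and 28 of these 50 exons were in the top 50 as ranked above. From the PCA results (Fig. 2), after noting the lower contributions of up-regulated exons in the separate PCAs and the smaller share of down-regulated exons overall, the paper proposes that down-regulation was the foremost transcriptional response to alcohol.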

**Fig 2:**
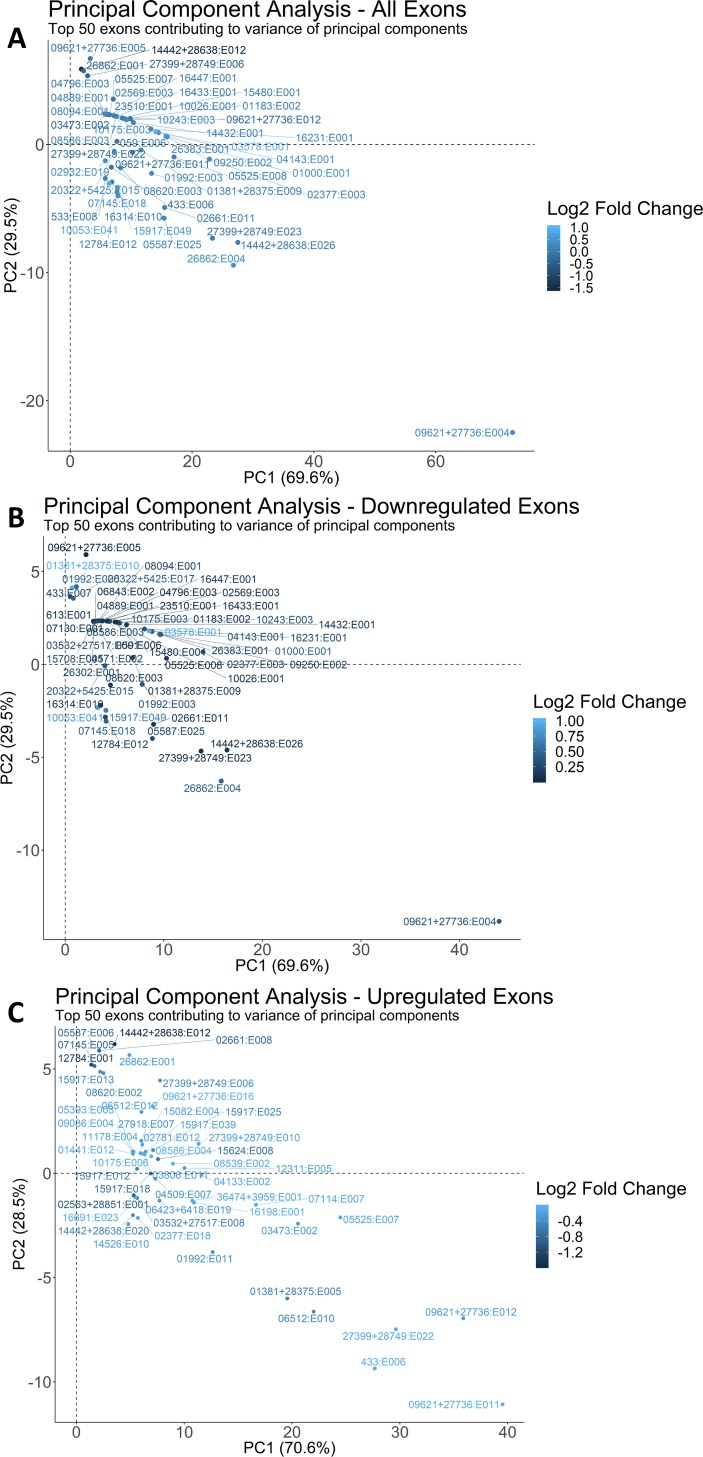
Exon-level principal component analyses. Exons farthest from the origin are the most differentially expressed transcripts. Note that positive fold-changes are down-regulated exons, and negative fold-changes are up-regulated exons. The common identifier (“ENSGALG0000”) for all the exon Ensembl IDs in the PCA plots was removed for legibility. (A) PCA of the top 50 exons contributing to the variance of the dataset, irrespective of fold-change direction. (B) PCA of the top 50 exons contributing to the variance of the dataset that were down-regulated by alcohol. (C) PCA of the top 50 exons contributing to the variance of the dataset that were up-regulated by alcohol.

**Table 1:** Top 50 contributing exon annotations from PCA.

Ensembl IDs	Gene Name	ALC 1	ALC 2	CONT 1	CONT 2	Log2 Fold-change	Dim.1	Dim.2
ENSGALG00000009621+ENSGALG00000027736.E004	gga-mir-3533	60206	57042	107686	108095	0.383	34.77	7.86
ENSGALG00000014442+ENSGALG00000028638.E026	Predicted miRNA	21886	22914	40694	40610	0.126	4.99	0.91
ENSGALG00000026862.E004	CLDN1	29340	26847	31613	31224	0.476	4.74	1.38
ENSGALG00000027399+ENSGALG00000028749.E023	Predicted miRNA	19249	20566	33739	34107	0.087	3.60	0.83
ENSGALG00000002377.E003	ENO1	19212	17021	30925	30494	0.292	3.44	0.02
ENSGALG00000005525.E008	SRSF1	15783	14124	21303	20834	0.150	1.91	0.01
ENSGALG00000005587.E025	EIF4G2	18157	15096	18473	17863	0.282	1.56	0.51
ENSGALG00000002661.E011	YWHAE	14938	13492	21699	21302	0.117	1.58	0.38
ENSGALG00000009250.E002	HNRNPA3	14923	12503	18989	18961	0.265	1.67	0.01
ENSGALG00000026383.E001	TMSB4X	13396	12162	20079	20036	0.287	1.64	0.01
ENSGALG00000001000.E001	HSPA5	14983	13591	17537	17514	0.486	1.63	0.01
ENSGALG00000004143.E001	YWHAB	13909	12048	16449	16297	0.394	1.39	0.01
ENSGALG00000003578.E001	FN1	11976	10427	17875	17976	1.016	1.30	0.02
ENSGALG00000001992.E003	PKM	10124	11979	18758	19086	0.369	1.17	0.08
ENSGALG00000016231.E001	DDX3X	13452	11169	14252	13950	0.333	1.16	0.02
ENSGALG00000001381+ENSGALG00000028375.E009	gga-mir-6703-201	9703	9424	15503	15508	0.199	0.89	0.00
ENSGALG00000014432.E001	RPS20	7785	6851	14378	14257	0.151	0.71	0.05
ENSGALG00000009621+ENSGALG00000027736.E011	ACTB	9356	9268	12715	12592	-0.055	0.69	0.01
ENSGALG00000009621+ENSGALG00000027736.E012	ACTB	8584	8876	10578	10579	-0.220	0.64	0.06
ENSGALG00000010243.E003	PRDX1	7882	6544	11483	11615	0.384	0.57	0.06
ENSGALG00000001183.E002	MYH10	7826	7216	10228	9881	0.189	0.52	0.06
ENSGALG00000007145.E018	ITGB1	8665	7280	11728	11337	0.488	0.41	0.25
ENSGALG00000010026.E001	PPP1CB	8086	6783	9412	9199	0.149	0.48	0.07
ENSGALG00000015480.E001	POGLUT1	8178	7690	8372	8437	0.147	0.48	0.07
ENSGALG00000000059.E006	F1NMU4	6156	7567	9951	10048	0.086	0.47	0.07
ENSGALG00000012784.E012	TXNDC5	9117	7759	10336	10044	0.230	0.39	0.22
ENSGALG00000008620.E003	RPL39	7507	6445	12364	12464	0.192	0.45	0.05
ENSGALG00000015917.E049	EEF1A1	5881	5842	14080	14018	0.684	0.40	0.18
ENSGALG00000016433.E001	YWHAQ	6672	5826	8844	8719	0.068	0.38	0.07
ENSGALG00000005525.E007	SRSF1	6304	5409	6898	6941	-0.103	0.33	0.19
ENSGALG00000010175.E003	HSP90AB1	6000	5500	9377	9444	0.400	0.38	0.07
ENSGALG00000008586.E003	TUBB4B	5872	5545	9139	9418	0.303	0.37	0.07
ENSGALG00000027399+ENSGALG00000028749.E022	Predicted miRNA	6400	6739	9856	9926	-0.092	0.39	0.00
ENSGALG00000023510.E001	ERP29	6484	6158	7445	7575	0.093	0.34	0.08
ENSGALG00000009621+ENSGALG00000027736.E005	gga-mir-3533	1446	1349	2016	1972	0.018	0.07	0.70
ENSGALG00000016314.E010	ELOVL5	7934	6799	9228	9054	0.158	0.31	0.13
ENSGALG00000020322+ENSGALG00000005425.E015	OGT	6575	5831	10038	9909	0.386	0.34	0.00
ENSGALG00000010053.E041	PTPRF	6856	6633	9136	8881	0.868	0.27	0.14
ENSGALG00000000433.E006	TUBA4A	5630	7173	9327	9456	-0.065	0.30	0.05
ENSGALG00000016447.E001	PDIA6	5609	5007	7429	7250	0.206	0.28	0.08
ENSGALG00000002569.E003	RAN	4947	4427	8100	8332	0.141	0.27	0.08
ENSGALG00000004796.E003	CDC42	5763	5145	6269	6601	0.084	0.26	0.09
ENSGALG00000000533.E008	SRSF3	6019	5564	8675	8633	0.130	0.22	0.11
ENSGALG00000003473.E002	SFRP1	6248	5826	4652	4601	-0.249	0.23	0.09
ENSGALG00000004889.E001	SLC2A1	4731	4558	6590	6542	0.237	0.22	0.09
ENSGALG00000014442+ENSGALG00000028638.E012	Predicted miRNA	587	554	310	329	-1.567	0.02	0.54
ENSGALG00000008094.E001	HSPD1	4748	4159	6670	6485	0.261	0.21	0.09
ENSGALG00000026862.E001	CLDN1	849	1101	673	672	-0.222	0.03	0.51
ENSGALG00000027399+ENSGALG00000028749.E006	Predicted miRNA	1357	1608	1766	1911	-0.372	0.05	0.45
ENSGALG00000002932.E019	NME2	4809	4473	9393	9326	0.421	0.22	0.03

The Ensembl gene IDs, gene names, normalized exon counts for both pooled samples in alcohol-treated (ALC) and control (CONT) groups, log2 fold-changes, and contribution calculations of the first two dimensions for each exon in the PCA.

**Table 2:** Shared gene targets between exon-level (Top 50) and gene-level analysis.

Gene ID	Exon	Gene	Wikigene name	Gene-level Log2 Fold-change (Alc/Cont)	Gene-level P adjusted	Exon Level Log2 Fold-change (Cont/Alc)	Exon Level P adjusted
ENSGALG00000001381	E009	ACTB	ACTG1	0.78447	1.60E-02	0.19924	4.11E-17
ENSGALG00000002932	E019	NME2	NME2	0.60924	2.45E-08	0.42073	0.00933
ENSGALG00000003473	E002	SFRP1	SFRP1	1.46779	4.76E-05	-0.24910	2.99E-06
ENSGALG00000005587	E025	EIF4G2	EIF4G2	1.24812	2.68E-02	0.28156	0.00235
ENSGALG00000007145	E018	ITGB1	ACTG1	0.78447	1.60E-02	0.48766	1.94E-16
ENSGALG00000008620	E003	RPL39	RPL39	0.63949	5.18E-02	0.19245	5.63E-06
ENSGALG00000009250	E002	HNRNPA3	LOC100859627	0.74848	2.08E-02	0.26493	0.01029
ENSGALG00000009621	E004	gga-mir-3533	ACTB	0.73941	1.17E-03	0.38293	8.64E-19
	E005					0.01755	0.00119
	E011					-0.05466	4.42E-13
	E012					-0.22022	7.80E-11
ENSGALG00000010026	E001	PPP1CB	PPP1CB	1.35157	4.21E-03	0.14897	7.45E-09
ENSGALG00000014432	E001	RPS20	RPS20	0.61603	1.71E-03	0.15055	4.36E-10
ENSGALG00000014442	E012	GAPDH	GAPDH	0.65804	2.58E-06	-1.56687	1.56E-45
	E026					0.12600	1.44E-09
ENSGALG00000026862	E001	CLDN1	CLDN1	1.31928	2.32E-02	-0.22246	0.03191
	E004					0.47578	0.00590
ENSGALG00000028749	E006	ACTG1	LOC776816	0.75370	8.21E-03	-0.37219	0.00150
	E022					-0.09153	0.00682
	E023					0.08719	6.87E-05

Top 50 exon identities that overlap with gene-level targets from [7], including Ensembl gene ID, exon locus, Ensembl gene name, Wikigene name, gene-level log2 fold-change, gene-level Benjamini-Hochberg (BH) adjusted p-value, exon level log2 fold-change, and the exon level BH adjusted p-value.

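A map of 15 by 10 units, trained for 15000 epochs at a learning rate of 0.01 on the 3630 exons, had a mean distance of 0.114 between an exon and its unit. Exon part 4 of ACTB held a unit alone and, once the units were clustered hierarchically, a cluster alone, with the other 3629 exons in the second cluster. Table 1 lists this exon and exon part 5 of the same identifier under gga-mir-3533.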

When we instead used a self-organizing map (SOM) approach to cluster our exon-level data, the results replicated our PCA analyses findings and again partitioned the miRNA-encoding exon in ACTB farthest from all other exons (S2 Fig). SOM of the down-regulated and up-regulated exons also generated clusters that were similar to those from the PCA. When we then partitioned the SOM into various clusters using hierarchal clustering, we again replicated the HCPC results (hierarchal clustering on principal components). However, this approach did not add additional information above that obtained from the k-means and HCPC approaches.

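Trained on the 1210 down-regulated exons, the map was divided into 2 clusters, with exon part 4 of ACTB alone in one and 1209 exons in the other, against 4 clusters from HCPC. For the 2420 up-regulated exons, it was divided into 3 clusters, the number HCPC gave, with sizes from 4 to 2404 exons. Exon part 11 of ACTB was in the smallest of these.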

To place the differentially-expressed exons into a cellular context, and to gain insight into how exonal choice might have emerged, we then asked which KEGG pathways were represented by these top 50 up-regulated and down-regulated exons. We again used the meta-cluster KEGG approach as above, due to the exon annotation limitations of DAVID. In both sets, the most frequently represented KEGG meta-cluster controlled cellular metabolism and encompassed KEGG pathways including mTOR signaling, autophagy, and nitrogen metabolism (32 exons up; 26 exons down; Table 3). 

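Of the 50 up-regulated exons with the highest contributions, 32 (64.0%) from 23 genes were in the group of mTOR signaling, autophagy and nitrogen metabolism, against 1008 (42.5%) of the other 2370 up-regulated exons (odds ratio 2.40, two-sided Fisher's exact test, p = 0.00348, Benjamini-Hochberg adjusted p = 0.0487 over 42 tests). Of the 50 down-regulated exons, 26 (52.0%) from 23 genes were in this group, against 480 (41.4%) of the other 1160 (odds ratio 1.53, two-sided Fisher's exact test, p = 0.145, Benjamini-Hochberg adjusted p = 0.783). An exon can be in several groups, and exons of the same gene are not independent.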

Other enriched clusters included stress response (18 up, 22 down), cell adhesion molecules (14 up, 23 down), ribosomal biogenesis (15 up, 10 down), and TCA/oxidative phosphorylation (10 up, 8 down). 

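Among the 50 down-regulated exons, stress response held 22 exons (44.0%, against 20.4% of the other down-regulated exons) and cell adhesion molecules 23 (46.0%, against 20.8%), and both had an adjusted p = 0.00581 (two-sided Fisher's exact test with Benjamini-Hochberg adjustment). Among the 50 up-regulated exons, stress response held 18 (36.0%, against 24.1%) and cell adhesion molecules 14 (28.0%, against 19.5%), with adjusted p = 0.553 and adjusted p = 0.783 by the same Fisher's exact test. Ribosomal biogenesis held 15 up-regulated and 10 down-regulated exons (30.0%, against 25.5%, and 20.0%, against 24.0%), and the TCA cycle with oxidative phosphorylation held 10 and 8 (20.0%, against 16.0%, and 16.0%, against 16.3%). The adjusted p was 1 for each of these 4.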

The ribosome and oxidative phosphorylation KEGG clusters were identified in our previous gene-level analysis [10], whereas mTOR signaling (p = 0.41; 17 genes) and focal adhesion (p = 0.078) did not achieve significance in that analysis. Within a cluster, the gene lists for both the up-regulated and down-regulated top exons frequently overlapped, and some genes harbored exons that alternately increased and decreased in response to alcohol. 

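The 50 up-regulated exons came from 40 genes and the 50 down-regulated exons from 46, and 18 gene identifiers were in both sets. Counted by identifier, 11 genes were in both sets within the group of mTOR signaling, autophagy and nitrogen metabolism, 7 within cell adhesion and 5 within ribosome biogenesis. Over all listed exons, 815 of the 1251 genes had exons of both directions.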

For example, seven genes overlapped within the mTOR/autophagy/nitrogen metabolism cluster (ACTC2L, ACTG1, EEF1A1, EIF4G2, ITGB1, TUBB4A, TUBB4B), six genes overlapped for cell adhesion (ACTC2L, ACTG1, CLDN1, ITGB1, TUBB4A, TUBB4B), and four genes overlapped for ribosome biogenesis (EEF1A1, EIF4G2, RPL39, SRSF1). Other genes were uniquely represented in the up-regulated (ACTB, BRCA1, HSPA8) and down-regulated (HSPA5, RAN, RAC1) exon sets. Thus, alcohol had complex effects upon exon choice within a given gene. 

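Of the genes named as being in one set, the tables of the paper pair ACTB, HSPA5 and RAN with an identifier. The identifier of ACTB had 3 exons among the 50 up-regulated and 2 among the 50 down-regulated exons, the latter listed in Table 1 under gga-mir-3533. HSPA5 and RAN each had 1 exon among the 50 down-regulated exons and 0 among the up-regulated. In the whole list, HSPA5 had 5 up-regulated and 2 down-regulated exons and RAN had 2 of each.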

Importantly, the PCA approach implicated novel pathways potentially influenced by alcohol, and independently validated those identified in our previous gene-level analysis.

**Table 3:** KEGG pathways of top 50 Up-regulated and down-regulated contributing exons.

**Pathways Upregulated by ETOH**			
*Meta-KEGG Pathway Group*	*Number of Exons*	*Number of Genes*	*Gene Symbols*
mTOR-autophagy-N metabolism	32	23	ACTB, TUBA4A, SRSF1, HSPA8, ACTG1, APOA1, SRSF10, ACTC2L, U2AF1, UBE2D3, EEF1A1, TUBB4B, RHOA, RPS6, EIF4G2, BRCA1, gga-mir-3064, RPL39, ITGB1, ENOPH1, UBE2G1, UBB, PDPK1
Stress response	18	13	ACTB, TUBA4A, ACTG1, UBE2G1, ENO1, AP1M1, HSPA8, ITGB1, TUBB4B, HSP90AB1, UBE2D3, TXNDC5, ACTC2L
Ribosomal Biogenesis	15	10	SRSF1, HSPA8, SRSF10, U2AF1, DDX5, EEF1A1, RPS6, EIF4G2, RPL39, PDPK1
Cell Adhesion Molecules	14	10	ACTB, ACTC2L, TUBA4A, ACTG1, PDPK1, VCAN, TUBB4B, RHOA, ITGB1, CLDN1
TCA/OxPhos	10	9	PKM, APOA1, ALG12, PDPK1, UBB, GAPDH, ENO1, TPI1, PAFAH1B2
FoxO	8	7	PKM, PDPK1, GAPDH, ENO1, YWHAE, RHOA, TPI1
Endocytosis	6	5	RHOA, ARF1, HSPA8, EHD3, TPM4
NC development	4	3	SFRP1, TPI1, SLC25A6
MAPK Signaling	2	1	HSPA8
1-Carbon metabolism	1	1	PKM
**Pathways Downregulated by ETOH**			
*Meta-KEGG Pathway Group*	*Number of Exons*	*Number of Genes*	*Gene Symbols*
mTOR-autophagy-N metabolism	26	23	gga-mir-3533, gga-mir-3064, HSPA5, RAN, PPP1CC, SLC2A1, SRSF1, EIF4G2, RAC1, ITGB1, TUBB4B, RPL39, HNRNPA3, PPP1CB, PTPRF, RPS20, EEF1A1, SRPRB, TUBA4A, F1NMU4, ACTG1, OGT, ACTC2L
Stress response	22	20	gga-mir-3533, ACTC2L, ACTG1, TUBB4B, F1NMU4, HSPA5, ENO1, PPP1CC, CDC42, NCBP2, RAC1, ITGB1, HSPD1, TUBA4A, PPP1CB, HSP90AB1, TXNDC5, DDX3X, PDIA6, ERP29
Cell Adhesion Molecules	23	20	gga-mir-3533, ACTC2L, ACTG1, OGT, F1NMU4, TUBA4A, TMSB4X, CLDN1, FGFR3, POGLUT1, PTPRF, PPP1CB, TUBB4B, ITGB1, RAC1, SLC2A1, CDC42, PPP1CC, FN1, MYH10
FoxO	13	11	OGT, GAPDH, PKM, ENO1, YWHAE, YWHAB, PPP1CC, SLC2A1, PPP1CB, PTPRF, YWHAQ
Ribosomal Biogenesis	10	10	gga-mir-3064, HSPA5, RAN, SRSF1, EIF4G2, RPL39, HNRNPA3, RPS20, EEF1A1, SRPRB
TCA/OxPhos	8	7	GAPDH, PKM, ENO1, CDC42, RAC1, PRDX1, ELOVL5
Cell cycle	5	4	PKM, YWHAE, YWHAB, YWHAQ
MAPK Signaling	3	3	CDC42, RAC1, FGFR3
Endocytosis	3	3	RAB11B, CDC42, FGFR3
Cardiomyocyte Signaling	2	2	PPP1CC PPP1CB
1-Carbon metabolism	2	1	PKM
NC development	2	2	CDC42, RAC1

The KEGG pathway groups, number of exons/genes in each pathway, and gene symbols for the top 50 contributing exons contained in that pathway that were upregulated/downregulated by alcohol. The composition of pathways within each meta-KEGG is presented in S2 Table.

### Cluster analysis identifies candidate miRNAs in response to alcohol

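HCPC was run on the distinct exons of each direction. The 1210 down-regulated exons formed 4 clusters of 796, 397, 16 and 1 exons, with median normalized counts of 265, 1011, 16381 and 83257 in that order. The 2420 up-regulated exons formed 3 clusters of 1934, 476 and 10 exons, with median normalized counts of 27.2, 61.7 and 6253. The cluster with 1 member was exon part 4 of ACTB. It lay 46.2 from the origin of the component space, and the next exon, exon part 4 of CLDN1, lay 17.3 from it.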

Hierarchical clustering of principal components (HCPC) of all 6,857 exons for both the upregulated (N = 4,586; Fig 3A) and downregulated (N = 2,271; Fig 3B) sets identified several clusters and a single distinctive outlier within the downregulated exon set. That downregulated outlier was exon 4 of the β-Actin (ACTB) gene and is adjacent the microRNA gga-miR-3533 in exon 5. 

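Exon part 4 of ACTB, on the minus strand, spans 726 bases, and its middle lies 375 exonic bases from the 3' end of the gene. Exon part 5 spans 99 bases of chromosome 14, from 4192384 to 4192482. It had 1896 and 1851 counts in the control lanes and 1474 and 1597 in the alcohol lanes, 1.57% of the gene's counts. Its abundance changed by -0.51 (standard error 0.20, adjusted p = 0.0867 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and by 0.08 with library size alone. The counts are those of poly-T selected RNA, and mature miRNAs were not counted.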

Further inspection of the PCA and HCPC results uncovered 30 unique exons with a BH p-value below 0.1 that encoded known or predicted miRNAs. Of these, 23 were mapped to the UCSC genome browser, and these represented 19 unique miRNAs. 

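The 23 exons of Table 4 carry 17 distinct miRNA names, 4 of which stand at 2 or more exons. Of the 23 exons, 12 had lower and 11 had higher usage after alcohol in Table 4. Recomputed from the raw counts, 22 had the direction given there. In the usage test 11 had an unadjusted p-value under 0.05 and 2 passed a false discovery rate of 0.1. These were exon part 3 of ZNF462 on chromosome Z (55498149 to 55503634; log2 change 0.61, standard error 0.19, adjusted p = 0.0566 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and exon part 64 of LRP1 (1.21, standard error 0.42, adjusted p = 0.0941 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For 5 of the 23 exons at least 1 lane had a normalized count under 10. The exon of LRP1 had 10 and 8 counts in the control lanes and 26 and 22 in the alcohol lanes. DEXSeq's model did not call it (adjusted p = 0.163 from DESeq2's likelihood ratio test with Benjamini-Hochberg adjustment). That model called 3 of the 23 exons, the exon of ZNF462 (adjusted p = 1.94e-04) and exon parts 11 (adjusted p = 0.0909) and 13 (adjusted p = 0.0405) of DDX5, all from the same test, and gave no adjusted p-value for 6. With every lane as its own library, edgeR's test called 11 of the 23. After a correction for distance from the 3' end (2 passes), chosen after seeing the data, it called 0.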

The abundance and annotation for these 23 exons is presented in Table 4. 

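The paper does not state the criterion for a distinct fold change, and direction was used here. The direction of the exon part was compared with that of its gene, both as log2 abundance ratios after TMM normalization. They differed for 11 of the 23 exons (47.8%, 95% Wilson confidence interval 29.2 to 67.0). Set against the other exon parts of the gene in place of the whole gene, 16 (69.6%) differed, and with library size alone 7 (30.4%). In Table 4 itself, the exon and gene log2 fold changes have opposite signs for 12 of 23 exons (52.2%). The exon value there is a usage change, relative to the gene, while the gene value is an abundance change. At the gene level, the genes of 9 of the 23 exons passed a false discovery rate of 0.1 in edgeR's quasi-likelihood test.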

Most of these miRNA-encoding exons (70%) had a fold-change distinct from the gene-level change, suggesting these exons were differentially regulated. We used the 23 mapped exons to generate a PCA and k-means clustering analysis of the exon transcripts that contain miRNAs in the dataset, to identify which miRNAs explained the most variance among the PCs. Because some of the miRNAs were encoded across spliced exons, or were encoded within an intron, we included any exons that spanned the miRNA locus on the gene. In the first iteration, gga-miR-3064 exon 1 skewed all the other exons to one cluster due to its high normalized transcript abundance; thus, it was excluded from subsequent PCA and k-means clustering analysis. 

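Because 8 of the 23 exons are in the authors' deposited table, the normalized counts of all 23 were computed from the raw counts with DEXSeq-type size factors, and they lay within 0.496 of those in Table 4. With all 23 exons, exon 1 of gga-miR-3064 (exon part 1 of DDX5) contributed 68.7% to components 1 and 2. Its mean of 4995 normalized counts was 2.95 times the next highest, 1696 for exon part 5 of ACTB. With it kept, k-means placed it in a cluster of its own, with 6 and 16 exons in the others.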

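Without exon 1 of gga-miR-3064, the first component of the 22 exons held 95.2% and the second 4.64% of the variance. The highest contributions were those of gga-miR-3533 exon 5 (ACTB, 22.5%), gga-miR-6706 exon 1 (DGKZ, 14.4%), gga-miR-1650 exon 1 (CDK6, 13.2%), gga-miR-6565 exon 3 (ZNF462, 10.9%) and gga-miR-6710 exon 1 (DHX30, 8.04%). These were the 5 most abundant of the 22. The median size of their log2 fold changes in Table 4 was 0.14, against 0.58 for the other 17. Of the 5, gga-miR-6565 exon 3 had a log2 fold change beyond 0.5, and it contributed 68.1% to component 2.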

In the reanalysis (Fig 4A**)**, several miRNA-containing exons had high log2-fold changes and a farther distance from the origin, suggesting they may represent functionally relevant miRNAs because they explained more variance among the principal components.

**Fig 3:**
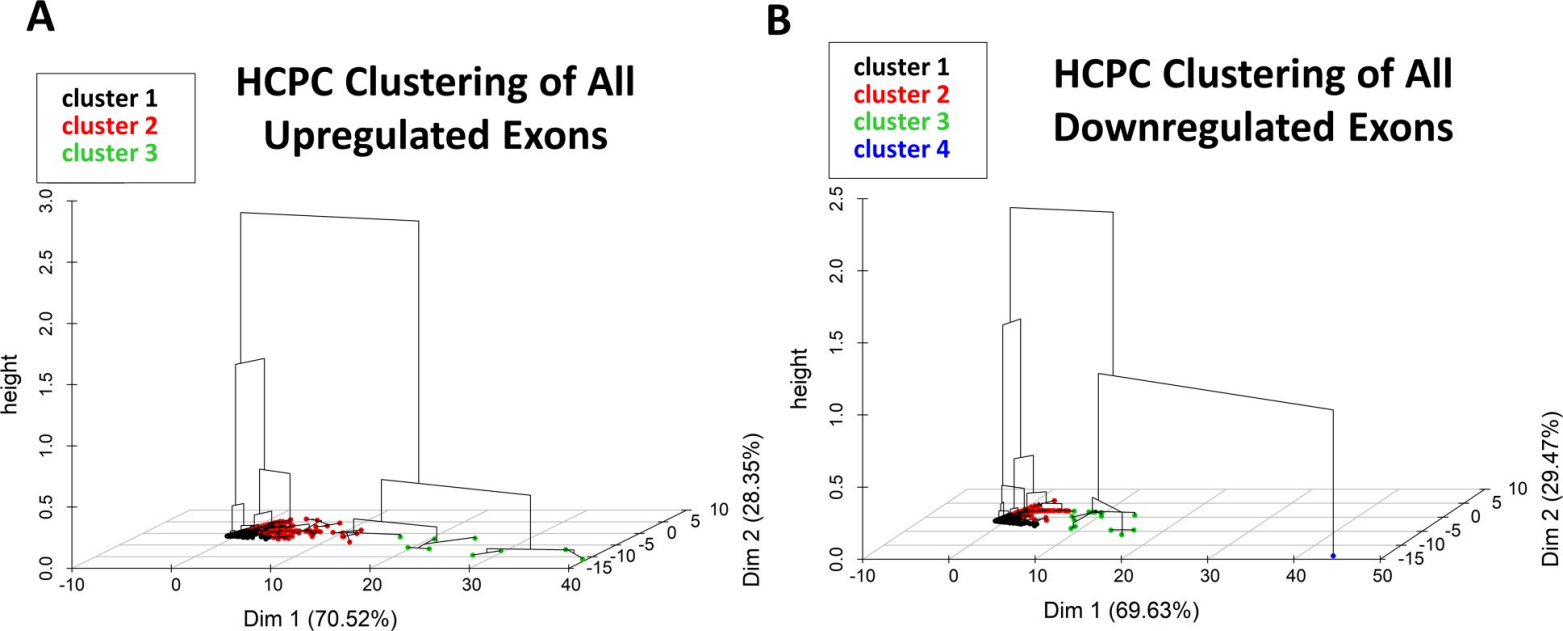
3D hierarchal representation of HCPC clustering. (A) Visualization of the HCPC clustering results for exons up-regulated by alcohol. (B) Visualization of the HCPC clustering results for exons down-regulated by alcohol.

**Fig 4:**
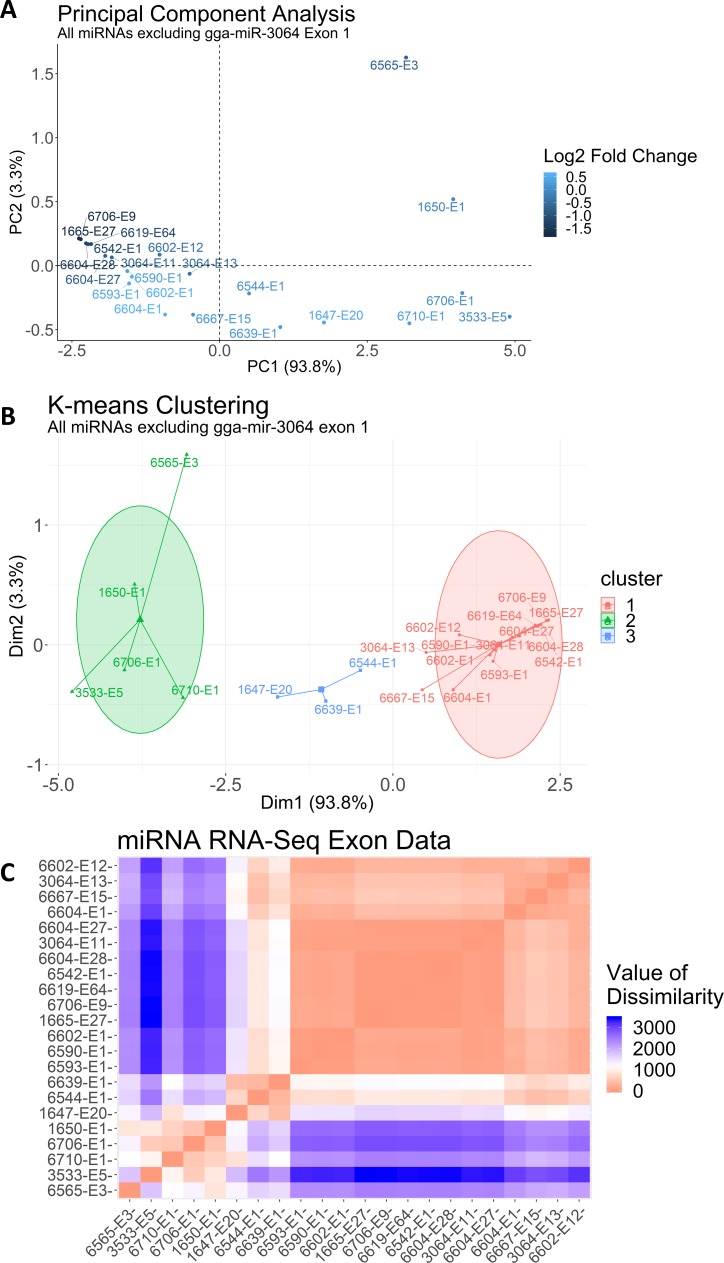
PCA, K-means, and VAT of miRNAs. The common identifier (“gga-miR”) for all the miRNA-exon Ensembl IDs was removed for legibility. All miRbase IDs in the plots are followed by a hyphen and the correspond exon number. (A) A PCA of the UCSC-verified miRNA-containing exons in our dataset (excluding gga-miR-3064 exon 1). Repeated miRNA IDs are due to a miRNA spanning more than one exon. Note that positive fold-changes are down-regulated exons, and negative fold-changes are up-regulated exons. (B) K-means clustering (k = 3 clusters) of all UCSC-verified miRNA exons, ellipses are drawn using Euclidean distance (excluding gga-miR-3064 exon 1). (C) A heatmap representation of the visual assessment of cluster tendency for all miRNA exons. Red corresponds to high similarity, and blue corresponds to low similarity.

**Table 4:** miRNA exons annotations.

Ensembl ID	miRBase ID	Gene Symbol	Gene Name	ALC 1	ALC 2	CONT 1	CONT 2	BH P-value*	Exon Log2 FC	Gene Log2 FC
ENSGALG00000025382+ENSGALG00000001043:E020	gga-mir-1647	REXO1	RNA exonuclease 1 homolog	611	713	893	949	0.004	0.449	-0.043
ENSGALG00000003532+ENSGALG00000027517:E001	gga-mir-3064	DDX5	DEAD-box helicase 5	3896	3546	6352	6185	1.08E-12	0.337	0.178
ENSGALG00000009621+ENSGALG00000027736:E005	gga-mir-3533	ACTB	Beta Actin	1446	1349	2016	1972	0.001	0.018	0.439
ENSGALG00000027916+ENSGALG00000008553:E001	gga-mir-6544	INO80	INO80 complex subunit	464	395	495	518	0.065	0.106	-0.194
ENSGALG00000042088+ENSGALG00000028980:E001	gga-mir-6590	ATG2B	autophagy related 2B	77	71	88	66	0.060	0.322	-0.681
ENSGALG00000030446+ENSGALG00000041520:E001	gga-mir-6593	CCDC94	coiled-coil domain containing 94	52	58	110	112	0.043	0.470	0.438
ENSGALG00000028549+ENSGALG00000000721:E001	gga-mir-6602	SLC41A1	solute carrier family 41 member 1	77	84	100	83	0.002	0.578	-0.655
ENSGALG00000026724+ENSGALG00000041331:E001	gga-mir-6604	RRP12	RRP12-like protein	93	116	252	270	0.0003	0.605	0.248
ENSGALG00000005516+ENSGALG00000028228:E001	gga-mir-6639	HEATR6	HEAT repeat containing 6	479	473	742	717	0.020	0.230	0.186
ENSGALG00000006144+ENSGALG00000026170:E015	gga-mir-6667	CDK10	cyclin dependent kinase 10	179	199	341	350	0.044	0.173	0.567
ENSGALG00000025785+ENSGALG00000008380:E001	gga-mir-6706	DGKZ	diacylglycerol kinase zeta	1190	1350	1598	1662	0.025	0.104	0.087
ENSGALG00000039830+ENSGALG00000034961:E001	gga-mir-6710	DHX30	DExH-box helicase 30	903	1088	1398	1385	4.65E-06	0.294	-0.0013
ENSGALG00000009476+ENSGALG00000025191:E001	gga-mir-1650	CDK6	cyclin dependent kinase 6	1464	1393	1336	1377	0.006	-0.141	-0.204
ENSGALG00000025345+ENSGALG00000028561:E027	gga-mir-1665	SZT2	SZT2, KICSTOR complex subunit	6	7	2	3	0.093	-1.776	0.282
ENSGALG00000003532+ENSGALG00000027517:E011	gga-mir-3064	DDX5	DEAD-box helicase 5	51	46	48	35	0.041	-0.632	0.178
ENSGALG00000003532+ENSGALG00000027517:E013	gga-mir-3064	DDX5	DEAD-box helicase 5	258	247	230	254	0.0002	-0.479	0.178
ENSGALG00000038017+ENSGALG00000032029:E001	gga-mir-6542	SRF	serum response factor	15	15	5	13	0.090	-1.221	0.241
ENSGALG00000025769+ENSGALG00000015451:E003	gga-mir-6565	ZNF462	zinc finger protein 462	1605	1486	776	757	1.90E-38	-0.729	-0.496
ENSGALG00000028549+ENSGALG00000000721:E012	gga-mir-6602	SLC41A1	solute carrier family 41 member 1	206	193	129	100	0.0007	-0.413	-0.655
ENSGALG00000026724+ENSGALG00000041331:E028	gga-mir-6604	RRP12	RRP12-like protein	13	11	6	10	0.072	-1.271	0.248
ENSGALG00000026724+ENSGALG00000041331:E027	gga-mir-6604	RRP12	RRP12-like protein	27	41	28	39	0.073	-0.742	0.248
ENSGALG00000030904+ENSGALG00000038881:E064	gga-mir-6619	LRP1	LDL receptor-related protein 1 precursor	26	19	11	9	0.074	-1.200	-0.024
ENSGALG00000025785+ENSGALG00000008380:E009	gga-mir-6706	DGKZ	diacylglycerol kinase zeta	8	9	5	1	0.081	-1.686	0.087

The Ensembl gene ID, miRBase ID, gene symbol containing the miRNA, gene name, normalized exon counts for both pooled samples in alcohol-treated (ALC) and control (CONT) groups, log2 fold-changes (FC), and BH adjusted p-value for miRNA-containing exons that mapped to the UCSC genome browser. Repeated miRNA IDs are due to a miRNA spanning more than one exon. Only exons with BH p-values below 0.1 were analyzed.

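With 3 clusters and 50 random starts on the 4 scaled normalized counts, k-means placed 90.6% of the sum of squares of the 22 exons between clusters. On log2(normalized count + 1) the clusters changed most, to 8, 9 and 5 exons from most to least abundant. With 2 and 4 clusters, the largest cluster held 16 and 14 exons. The average silhouette width was 0.732, 0.665 and 0.641 for 2, 3 and 4 clusters. The gap statistic rose with each number of clusters tried, from 1.09 with 2 to 2.57 with 8.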

Under k-means clustering, the 23 miRNA-containing exons formed three distinct cluster groups (Fig 4B) that were primarily defined by shared transcript abundance. The five most abundant miRNA exons grouped into cluster 2, the three miRNA exons in cluster 3 were the next most abundant, and the fourteen miRNA exons in cluster 1 were the least abundant. 

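The cluster of 5 exons had mean normalized counts from 1156 to 1696 and held gga-miR-1650 exon 1, gga-miR-3533 exon 5, gga-miR-6565 exon 3, gga-miR-6706 exon 1 and gga-miR-6710 exon 1. The cluster of 3 exons, from 468 to 792 normalized counts, held gga-miR-1647 exon 20, gga-miR-6544 exon 1 and gga-miR-6639 exon 1. The remaining 14 exons had from 4.49 to 267 normalized counts. No exon of one cluster had a mean count within the range of another. Up-regulated exons made up 2, 0 and 9 of the clusters in this order.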

We also applied a fuzzy c-means clustering and replicated the same results, except gga-miR-6667 (exon 15) belonged to cluster 3 instead of cluster 1, and gga-miR-3064 (exon 13) shared a membership coefficient near 50% between clusters 1 and 3. 

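In fuzzy c-means with a fuzzifier of 2 on the 4 normalized counts, all 22 exons had their largest membership in the cluster that k-means gave them. The largest membership was under 60% for 1 exon, gga-miR-6565 exon 3, with 58.5% in the most abundant cluster. Exon 15 of gga-miR-6667 had 78.3% in the least abundant cluster and 19.5% in the next. Exon 13 of gga-miR-3064 had 83.8% and 14.4% in these clusters.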

To test that the miRNA k-means clusters were not due to random chance, we performed a visual assessment of cluster tendency (VAT) for a random dataset and for our miRNA exons dataset (Fig 4C). As expected, miRNAs within a PCA-defined cluster also clustered together in the VAT. The VAT revealed additional cluster subgroups, such that gga.mir.3064 (exon 11), gga.mir.6667, and gga.mir.6604 were more interrelated, as were gga.mir.1665, gga.mir.6706 (exon 1), gga.mir.6619, gga.mir.6542, and gga.mir.6604 (exon 28). 

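The mean Euclidean distance between scaled normalized counts was 0.505 over the 104 pairs of exons within a k-means cluster and 3.49 over the 127 pairs across clusters. For exon 11 of gga-miR-3064, gga-miR-6667 and gga-miR-6604, it was 0.543 with exon 1 and 0.562 with exon 27 of gga-miR-6604, against 0.379 for all pairs of the least abundant cluster. The paper does not say which of these exons of gga-miR-6604 is meant. For gga-miR-1665, exon 1 of gga-miR-6706, gga-miR-6619, gga-miR-6542 and exon 28 of gga-miR-6604, it was 2.02, since exon 1 of gga-miR-6706 lies in the most abundant cluster. With exon 9 of gga-miR-6706 in its place, it was 0.0247. That exon was not named by the paper here and was tried after the clusters were seen.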

Certain miRNAs also maintained consistent relationships with miRNAs in another cluster; for example, in the VAT heatmap gga.mir.3533 shared an opposite relationship with all 14 miRNAs in cluster 1. This is consistent with the finding of gga-miR-3533 exon 4 as a distinct outlier from all other exons. These groupings suggest relationships within and between miRNAs that may inform their means of regulation or their functional relevance in response to alcohol exposure. 

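The mean distance of gga-miR-3533 exon 5 to the 14 exons of the least abundant cluster was 5.61, with a range from 4.98 to 5.90. The other members of the most abundant cluster followed with 4.75 for gga-miR-6706 exon 1, 4.60 for gga-miR-1650 exon 1, 4.16 for gga-miR-6565 exon 3 and 3.86 for gga-miR-6710 exon 1.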

We also evaluated the dataset’s spatial randomness using the Hopkins statistic (H). 

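The Hopkins statistic was computed over 1000 random draws with the distances of the random points in the numerator. Values near 1 then mark data that do not fill their ranges uniformly. For uniform random data in the ranges of the 22 exons, it was 0.479 (SD 0.0293, range 0.403 to 0.585).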

For a randomly generated dataset, H = 0.499 and was consistent with a uniformly distributed dataset that was clustered due to random chance. For the miRNA exons dataset, H = 0.15 and we rejected the null hypothesis and concluded that the clusters were not due to random chance.

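For the 4 normalized counts of the 22 miRNA exons, the statistic in this form was 0.792 (SD 0.0149 over the draws, range 0.732 to 0.837), and its complement, with the distances between exons in the numerator, was 0.208. With exon 1 of gga-miR-3064 kept, they were 0.856 and 0.144. The smallest value of the exons lay above the largest of the random data. The random points were drawn independently for each of the 4 counts, while the first component of the exons held 95.2% of the variance. Correlated lanes alone can give such a difference, so it cannot tell clusters from exons spread along 1 line. From the difference between the exons and the random dataset, the paper concludes that the clusters did not arise by chance.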

### RDAVID miRNA pathway analysis

To gain insights into the potential biological significance of these differentially represented exon-containing miRNAs, we used TargetScan7.1 to extract candidate gene targets for each individual miRNA and mapped these candidate genes into DAVID to identify the KEGG pathways most likely to interact with each miRNA. However, the TargetScan results are predicted targets and most have not been experimentally validated. To eliminate those KEGG pathways that arose from random chance due to false positive gene targets, and thereby identify pathways that were truly enriched, we first ran our RDAVID pipeline (Fig 1B) using a randomly generated gene target list of the same size (n = 1000) as the miRNA candidate gene targets list [20]. We repeated this 1000 times and mapped all random gene lists to their KEGG pathways; this did not require the meta-cluster approach because each miRNA represented a single gene. Histograms of p-values for two statistically significant KEGG pathways among the miRNA exons, cell adhesions (includes focal adhesion and cell adhesion molecules KEGG pathways) and hedgehog signaling, are presented in Fig 5. For cell adhesion, p-values for the randomly generated gene-pathways were uniformly distributed (Fig 5A), whereas those for the miRNA dataset were mostly below 0.01 (Fig 5B), suggesting the cell adhesion pathway enrichment was not due to false enrichment from the predicted targets. Parallel analysis of the next-most abundant pathways, insulin signaling and endocytosis, yielded similar results and suggested their emergence also did not represent false enrichment. In contrast, for the hedgehog signaling pathway, p-values for the randomly generated gene targets were not uniformly distributed and were similar to the distribution of p-values in our dataset (Fig 5C). This indicated that their presence in the miRNA data set (Fig 5D) likely represented a false discovery. The low abundance of these targets likely contributed to this type-1 error.

**Fig 5:**
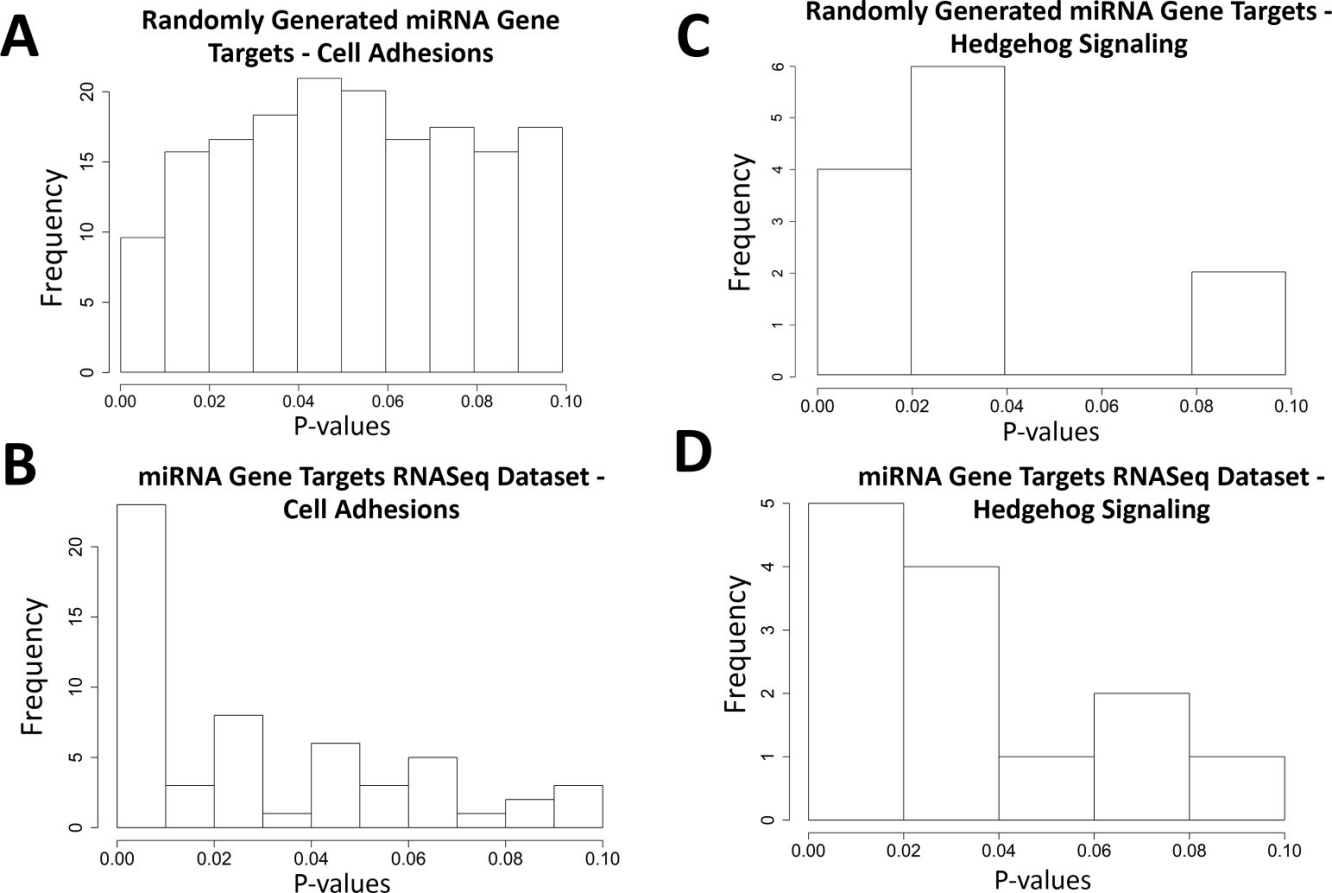
P-value distributions of RDAVID results. (A) A histogram of all p-values from the 1000 randomly generated miRNA gene targets in the cell adhesions pathway. (B) A histogram of all p-values from our RNA-Seq dataset’s miRNA gene targets in the cell adhesion pathways. (C) A histogram of all p-values from the 1000 randomly generated miRNA gene targets in the hedgehog pathway. (D) A histogram of all p-values from our RNA-Seq dataset’s miRNA gene targets in the hedgehog pathway.

Following this RDAVID analysis, the most significantly enriched KEGG pathways that emerged from the candidate gene target list for each miRNA are presented in S3 Table. Several pathways emerged repeatedly, and the most commonly represented pathways included focal adhesion (15 miRNAs), regulation of actin cytoskeleton (12), insulin signaling (10), insulin resistance (9), MAPK signaling (9), and ErbB signaling (8). Although these pathways also were present within all three miRNA clusters identified using k-means, the three clusters differed in the specifics of their pathway enrichment. For the high-abundance miRNAs in cluster 2 (Fig 6A), the most enriched pathway targeted insulin signaling (128 genes) and several pathways crucial to neural crest development including MAPK signaling (128 genes), focal adhesion (117 genes), actin cytoskeleton (116 genes) and melanogenesis (23 genes). Other predicted pathways included known alcohol targets in this model including calcium signaling (55 genes) and Wnt signaling (53 genes) [5, 10]. The pathways in miRNA cluster 3 (Fig 6B) paralleled those of cluster 2 and similarly emphasized insulin signaling (90 genes), cell migration (focal adhesion, 88 genes; actin cytoskeleton, 64 genes), and MAPK signaling (37 genes), as well as Wnt signaling (35 genes) and TGF-β signaling (34 genes). MiRNAs in cluster 1 (Fig 6C) had the lowest abundance and a different target profile that emphasized endocytosis (44 genes), focal adhesion (41 genes), Wnt signaling (38 genes), MAPK signaling (36 genes), and regulation of actin cytoskeleton (36 genes). Overall, the differentially enriched miRNAs consistently targeted a limited set of pathways crucial for neural crest development. They also targeted pathways known to be dysregulated by alcohol in this cell population, implicating these miRNAs as candidate contributors to those mechanisms.

**Fig 6:**
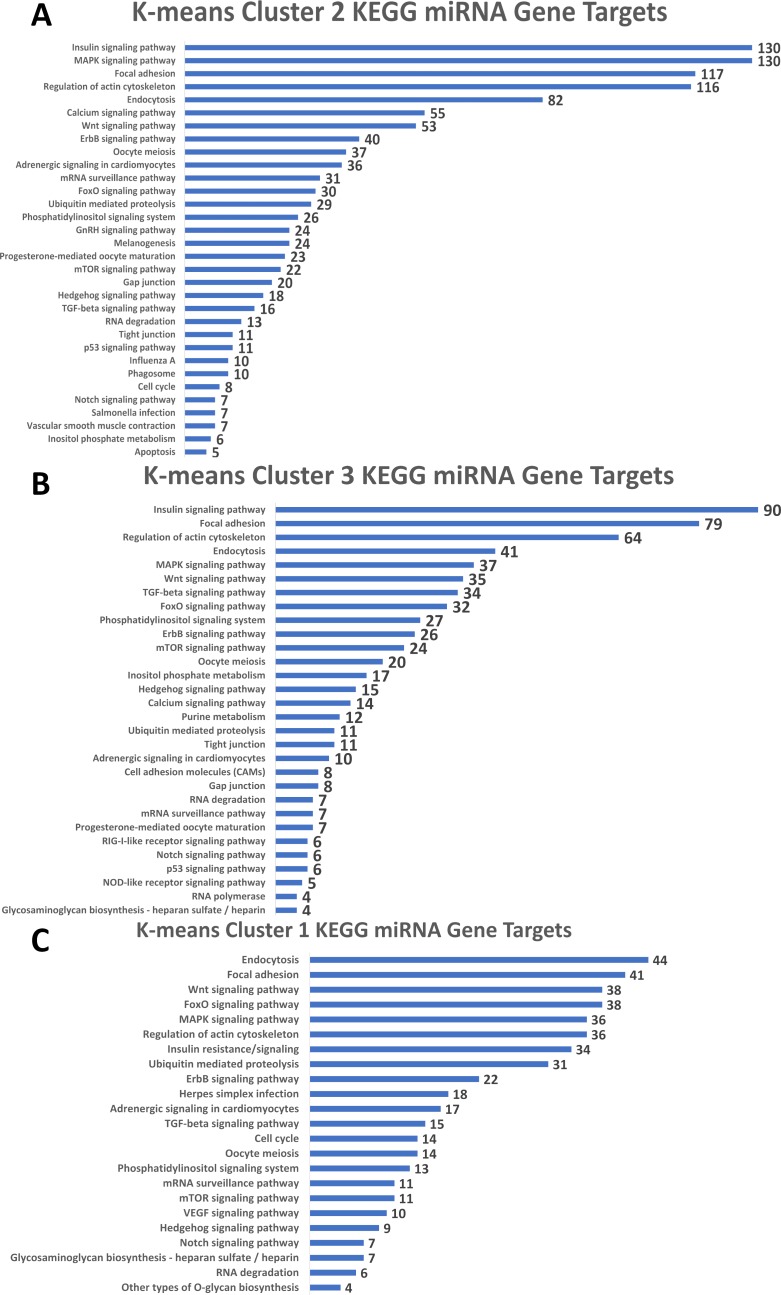
KEGG Representation for miRNA Clusters Identified through K-Means Analysis. (A) Listing of significantly enriched KEGG pathways in miRNA cluster 2, with the number of genes in each pathway indicated. (B) Listing of significantly enriched KEGG pathways in miRNA cluster 3, with the number of genes in each pathway indicated. (C) Listing of significantly enriched KEGG pathways in miRNA cluster 1, with the number of genes in each pathway indicated.

## Discussion

### Machine learning as a discovery tool for exome analysis

The most important finding from our study is that the use of exon level analysis in conjunction with unsupervised machine learning generates novel insights that were otherwise lost in gene-level analyses with statistics alone. Reliance on rankings of p-values can lead to prioritizing exons by significance, and this may not directly correlate with functional relevance. Such approaches in analysis of RNA-Seq data make it difficult to select exons of interest with the most likely biological relevance. While statistical tests are often effective at drawing inferences from a dataset, these inferences are based on assumptions from a given model that are likely to best fit the dataset in question [2]. Unlike statistical methods based on a conical model of inference, unsupervised machine learning assumes little to no information about the dataset in question. For example, principal component analysis (PCA) reduces the biological noise in the data set and identifies hidden patterns within and between exons to identify correlated variables. By implementing a principal component analysis (PCA), we reduced the dimensionality of our multivariate RNA-Seq dataset into 2–3 principal components that correspond to most of the variance in the data. To further identify relationships among the exons an unsupervised clustering algorithm, such as k-means, provides insight as to which exons share the closest mathematical distance, and this in turn can elucidate biologically relevant relationships.

An unexpected problem arose during the pre-processing of the exon data for implementation in the initial PCA analysis, and we discovered a limitation in the application of the DAVID functional annotation tool to exome analysis. Specifically, DAVID’s KEGG pathway annotations do not consider exon level mapping; hence, when assigning exons to KEGG pathways the annotation is collapsed to the gene ID and the KEGG becomes over-enriched. Moreover, since KEGGs are assigned by gene level information without specificity for exon transcripts or splicing variants, each exon receives all the KEGGs for all the exons associated with that gene. For example, if gene X had 10 exons, and gene X mapped to 45 KEGGs, each exon will receive all 45 KEGG annotations, resulting in 450 annotations for one gene (gene X). This creates hyper-annotation of KEGGs to each exon and significantly increases the error due to variance introduced into the machine learning algorithm. It is imperative to note that all machine learning approaches rely on the fine balance between the bias-variance tradeoff. Error due to variance results in underfitting of the machine learning algorithm where the model cannot adequately learn the dataset, therefore causing a higher probability of false prediction of exon classifications in the model [17]. Conversely, error due to bias results in overfitting of the dataset and may cause normally random trends in the dataset to be used as classification criteria in the model algorithm [17]. For this reason, we implemented the meta-KEGG approach to balance the bias-variance tradeoff in our PCA and k-means algorithms. This approach funneled the long list of KEGG annotations for each exon into 1–5 functional classifications, and this better balanced the ratio of bias and variance introduced into the algorithm with our dataset. We further enhanced the rigor of the machine learning models by utilizing only those exons with an FDR adjusted p-value below 0.1. Corroborating these statistical approaches with unsupervised machine learning enhanced the identification of novel differentially expressed exons.

In support of the validity of our machine learning approach, as this paper was finalized two new publications describe additional machine learning approaches to analyze RNA-Seq data with respect to alternately-spliced transcripts [23] and the prediction of genetic expression profiles [24]. However, the approach described in [24] utilizes supervised machine learning algorithms to predict environmental exposure from genetic and epigenetic expression profiles. Supervised methods were similarly used in [23] to predict healthy/disease phenotypes, tissue types, and other sample features. These methods differed from our approach as we utilized unsupervised algorithms for discovery of exome-level differential expression patterns, rather than feature prediction; therefore, without previous training of our model we limit assumptions about the RNA-Seq dataset. Application of an unsupervised neural network to the exon dataset obtained similar results; however, this approach was limited to the exome dataset due to the high number of observations.

### Machine learning at exome-level identifies alcohol-responsive candidate pathways

To our knowledge, this is one of a few handful of studies that directly compare gene-level and exon-level outcomes from RNA-Seq, and the first to study this with respect to alcohol exposure. Importantly, the exon-level analysis recapitulated major findings from the gene-level analysis and thus endorses the validity of this machine learning approach for exome discovery. Both approaches identified KEGG pathways representing ribosome biogenesis, oxidative phosphorylation, and spliceosome as having significantly altered enrichment in response to alcohol; expression in these pathways was suppressed [10,11]. However, the exon-level analysis generated a richer profile of these expression-level changes, and it captured additional pathways that only trended toward statistical significance in the gene-level analysis, including mRNA surveillance, cell cycle, and protein processing in the endoplasmic reticulum. The comparison of KEGG pathways for up-regulated exons and genes was less concordant and this was explained by the PCA, which found a weaker contribution of the upregulated exons to the data variance. Overall, the exon-level approach confirmed major findings from the gene-level analysis, and it highlighted that gene-level based interpretations do not fully capture the complexity of transcriptomic regulation. Several of these pathways (cell adhesion, regulation of actin cytoskeleton, cell migration, ribosome biogenesis, mRNA splicing) were also enriched in two independent microarray analyses of alcohol-exposed mouse neural folds having a parallel developmental stage [25, 26], endorsing that these changes represent conserved responses to alcohol across amniotes.

An unexpected finding from the exon-level PCA was the identification of a single exon, exon 4 within ACTB, which was highly differentiated from the other top 100 exons. This exon turned out to encode a miRNA, gga-miR-3533, and additional investigation revealed that many of the top contributing exons that responded to alcohol also encoded miRNAs. Our prior, gene-level analysis of this same data set identified miR-3533 but not these other sixteen miRNAs [10], likely because the statistical weighting approach minimizes significance when only a single exon or flanking exons is differentially expressed within that gene. Because RNA-Seq directly quantifies exome abundance, our approach enabled the retrospective capture of miRNAs from the same cDNA pool used to quantify mRNA, without the need for specialized extractions or microarrays selective for these short sequences. Endorsing this approach, the majority of these miRNA-encoding exons were differentially expressed relative to their parent genes, and thus were missed when the individual exon responses were collapsed during our prior gene-level analysis. MiRNAs are crucial regulators of gene expression. These small, non-coding RNAs average 21–23 nucleotides in size and typically target specific sequences within the 3’ end of mRNAs to effect translational repression or RNA destabilization; some miRNAs instead bind 5’ mRNA sequences to enhance translation and stability [27]. Because a single miRNA can target multiple transcripts, miRNAs are a powerful mechanism to rapidly redirect cellular activity at the translational level and at a low energetic cost. Non-coding RNAs including miRNAs are significant mediators of alcohol’s action, and they contribute to its pathological sequelae including neurotoxicity, teratogenicity, hepatotoxicity, inflammation, and to mechanisms of addiction, tolerance, and withdrawal [7, 28, 29]. MiRNAs also have clinical relevance to FASD, and a panel of miRNAs isolated from the maternal serum exosome strongly predicts the severity of birth outcomes in alcohol-exposed pregnancies [29]. The identification of alcohol-responsive miRNAs within the early cranial neural fold, which is vulnerable to alcohol’s neurotoxicity, is consistent with that work and extends the relevance of miRNA dysregulation to this early embryonic period.

The seventeen miRNAs having significantly altered representation in this model were independently validated in chick embryos including these stages [18, 20], but have not been previously identified as alcohol-responsive. While most of these miRNAs are unique to *G*. *gallus*, miR-3533 is also described for *B*. *taurus*, and miR-3064 is orthologous in multiple vertebrate species including human. Six of these miRNAs are located within genes linked with craniofacial and/or neurodevelopmental impairment when mutated in humans: ACTB, CDK10, CDK6, INO80, SZT2, and ZNF462 [30–35]. Three additional genes, DDX5, DHX30 and RRP12, participate in ribosome biogenesis [36–38]. Loss-of-function in ribosome biogenesis causes facial deficits [39] and is mechanistically linked to the alcohol-induced facial deficits and neural crest losses studied here [10]. DHX30 (MIM: 616423), which harbors miR-6710 in Exon 1, is an RNA helicase enriched in neural progenitors and is essential for mitochondrial ribosome biogenesis. DHX30 loss-of-function in mouse is embryolethal by day 9.5, and missense mutations within its core helicase produce intellectual disability and facial anomalies [37, 40]. A second RNA helicase, DDX5, also houses an alcohol-responsive miRNA, miR-3064, that is conserved across vertebrates. The DDX5 gene product, also known as p68 RNA helicase, mediates splicing of rRNA, mRNA, and miRNA, and it is a crucial transcriptional regulator [41]; it was also suppressed by alcohol in mouse neural folds [25]. Interestingly, miR-3064 has inhibitory interactions with mRNA encoding human telomerase reverse transcriptase, or hTERT [42], which promotes cell invasion by upregulating Snai2. Alcohol induces Snai2 in these cells to accelerate their epithelial-mesenchymal transformation [43], and the reduced miR-3064 observed here suggests a mechanism that might explain this response. Although these miRNAs have not been specifically linked to facial morphogenesis, their presence suggests an alternate means by which their domicile genes could influence cranial development.

The KEGG enrichments identified for these miRNAs largely replicates an independent functional mapping for these chick miRNAs [20], and many of these pathways are crucial for normal craniofacial development [44, 45]. Several of the pathways potentially targeted by these alcohol-responsive miRNAs mediate neural crest processes that are vulnerable to alcohol including cell cycle inhibition, apoptotic deletion, reduced induction, and altered migratory capacity [5, 46]. Furthermore, these enriched pathways were targeted by multiple miRNAs, and this redundancy suggests they are especially important for cellular alcohol responses. As one example, two frequently represented KEGG pathways were Focal Adhesion (#4510, 12 miRNAs) and Actin Regulation (#4810, 12 miRNAs). Cranial neural crest progenitors migrate from their dorsal neuroepithelial origin to occupy the ventrally positioned facial anlage, and alcohol reduces their migration by reducing focal adhesion formation and disrupting the actin cytoskeleton [5, 46, 47]. MiRNA-mediated regulation of cytoskeletal assembly offers a mechanism to explain how these migratory changes can persist long after the alcohol is cleared. Further contributing to these facial deficits is the widespread elimination of neural crest progenitors through alcohol’s activation of calcium-mediated apoptosis [5, 48, 49]. We showed previously that the pharmacologically-relevant alcohol level used here stimulates the rapid, G-protein-mediated release of intracellular calcium stores and activation of CaMKII within these cells, and blockade of this calcium transient or CaMKII fully prevents their alcohol-induced apoptosis [48, 49]; thus, enrichment for multiple miRNAs that may influence calcium signaling are consistent with this mechanism. The majority of these (gga-miR-6602-5p, gga-miR-6604-5p, gga-miR-6667-5p, gga-miR-6619-5p) target 5’ sequences in their predicted targets, suggesting an activating translational role [27] and a means by which these calcium signals could have a lasting impact upon these alcohol-exposed cells, and in complementation with CaMKII activation [49]. This calcium transient acts as a non-canonical Wnt signal through the CaMKII-mediated destabilization of nuclear β-catenin, and restoration of the latter’s transcriptionally activity rescues neural crest progenitors from alcohol-mediated apoptosis [5, 50]. Seven of the alcohol-responsive miRNAs target Wnt signaling (#4310), reflecting the Wnt pathway’s central role in neural crest survival, migration, and differentiation [44, 45]. Using a mouse neural crest model, Chen and colleagues showed that alcohol also activates p38 MAPK and decreases expression of miR-125b to stabilize p53 [51, 52]. While gga-miR-125b did not emerge from this analysis, nine of our miRNAs have enriched selectivity for MAPK signaling (#4010) and offers an additional means to modulate this pathway’s activity.

These miRNAs also offer novel insights into how alcohol alters neural crest development and survival. Signaling through ErbB governs neural crest pathfinding and migration, effected in part through downstream phosphorylation of Akt [53, 54], and loss of ErbB or its ligand neuroregulin disrupts neural crest migration and cranial ganglia and melanocyte development. Multiple alcohol-responsive miRNAs had predicted sequence specificity for pathways relevant to ErbB activity including ErbB signaling itself (#4012, 8 miRNAs), ten targeting insulin signaling (#4910, 10 miRNAs), and melanogenesis (#4916, 1 miRNA). Although ErbB is not a known alcohol target in the embryo, alcohol-ErbB interactions contribute to mammary oncogenesis [55] and its emergence here is consistent with alcohol’s well-documented suppression of neural crest migration [5, 47]. Also related to this is the identification of seven miRNAs linked to FoxO (#4068), a family of transcriptional effectors that operate downstream of ErbB/MAPK, as well as metabolic pathways including insulin and oxidative phosphorylation, to mediate cellular responses to stress. Alcohol upregulates FoxO in models of bone fracture healing [56] and intestinal barrier dysfunction [57], and its emergence here is consistent with that work. It may also further inform our β-catenin results, as FoxO can bind β-catenin to redirect and limit its Wnt transcriptional activity [58]. Taken together, alcohol’s dysregulation of multiple miRNAs in these neural folds is consistent with its pleiotropic actions and reflects its ability to interact with multiple proteins to redirect cellular activities. Despite this, the pathways enriched as potential miRNA targets represented a core set of signals crucial for normal development of these cells and known to be alcohol-responsive, either in this model or in other cell lineages. The internal consistency of these findings further validates machine-learning as an unbiased approach to elucidate alcohol mechanisms.

This work has several limitations, the most notable being that the aforementioned limitations in the DAVID software preclude exon-level KEGG pathway analysis, due to the multiplicative expansion of annotations when multiple exons per gene are represented. Although our work-around clustered the KEGGs into functional clusters and recapitulated our gene-level findings, it was also informed by that prior analysis. Further efforts in omics database management and annotation are needed to address this challenge. The other major limitation is that the predicted gene targets of these miRNAs identified in our *in silico* approach require functional validation. However, their relevance in this model is endorsed because these predicted pathways target known processes that are crucial to craniofacial morphogenesis and are known targets of alcohol. In conclusion, the application of statistical and machine learning algorithms to a complex exome dataset identified novel mechanistic candidates that were overlooked by approaches that emphasize p-value rank. It represents a method to distill the biological noise in a complex omic system and identify patterns that are otherwise missed, and its serves as a powerful tool for examination of exon/gene-pathway interactions.

## Supporting information

S1 Fig Optimal K-means clusters. The optimal number of clusters at k = 3 using the wss elbow method.
(TIF) Click here for additional data file.

S2 Fig Artificial neural network self organizing maps on exon data. (A) A SOM was applied to the all exons with two partitioned clusters generated by the overlaid hierarchal clustering. (B) The training progress of the SOM model over 15,000 epochs for all exons. (C) A SOM was applied to the down-regulated exons with two partitioned clusters generated by the overlaid hierarchal clustering. (D) The training progress of the SOM model over 15,000 epochs for down-regulated exons. (E) A SOM was applied to up-regulated exons with three partitioned clusters generated by the overlaid hierarchal clustering. (F) The training progress of the SOM model over 15,000 epochs for up-regulated exons.
(TIF) Click here for additional data file.

S1 Table GeneIDs for exon-level and gene-level analysis, and their intersection. Exon-level geneID list from this manuscript. List of geneIDs from the gene-level analysis is taken from Berres et al. (2017).
(XLSX) Click here for additional data file.

S2 Table KEGG Groupings. The following table contains the clustered ‘meta-KEGG’ groups that were used to condense various KEGG pathways into clusters for the primary exon analysis. Note that a KEGG pathway can appear in multiple clusters, as dictated by biological function.
(DOCX) Click here for additional data file.

S3 Table Significantly enriched KEGG clusters for each miRNA, as predicted using TargetScan. The unique miRNAs in our dataset and miRNA gene targets identified by the TargetScan7.1 database were placed into DAVID for KEGG enrichment analysis, from which the p-value for each pathway was obtained. Only p-values below 0.05 are reported, except for the focal adhesion pathway under gga-miR-3533-3p and all KEGG pathways of gga-miR-1665.
(DOCX) Click here for additional data file.

# Supplementary material for: Exon level machine learning analyses elucidate novel candidate miRNA targets in an avian model of fetal alcohol spectrum disorder
**Source:** PLoS Comput Biol. 2019 Apr 11;15(4):e1006937. doi: 10.1371/journal.pcbi.1006937
**Supplement:** S2 Table — The following table contains the clustered ‘meta-KEGG’ groups that were used to condense various KEGG pathways into clusters for the primary exon analysis. Note that a KEGG pathway can appear in multiple clusters, as dictated by biological function.

| **‘Meta’-KEGG Groupings** | **KEGG Pathways in Each Group** |
| --- | --- |
| 1. SNARE interactions in vesicular transport | gga04130: SNARE interactions in vesicular transport  gga03050: Proteasome  gga03060: Protein export |
| 1. FoxO | gga04350: TGF-beta signaling pathway  gga04070: Phosphatidylinositol signaling system  gga04910: Insulin signaling pathway  gga04068: FoxO signaling pathway  gga04310: Wnt signaling pathway  gga04330: Notch signaling pathway |
| 1. Stress response | gga04620: Toll-like receptor signaling pathway  gga03015: mRNA surveillance pathway  gga04060: Cytokine-cytokine receptor interaction  gga04912: GnRH signaling pathway  gga04623: Cytosolic DNA-sensing pathway  gga04142: Lysosome  gga04621: NOD-like receptor signaling pathway  gga04210: Apoptosis  gga04115: p53 signaling pathway  gga04622: RIG-I-like receptor signaling pathway  gga04141: Protein processing in endoplasmic reticulum  gga04145: Phagosome  gga03018: RNA degradation |
| 1. Basal Transcription Factors | gga03020: RNA polymerase  gga03022: Basal transcription factors  gga03040: Spliceosome |
| 1. 1-Carbon Metabolism | gga00670: One carbon pool by folate  gga00790: Folate biosynthesis  gga00730: Thiamine metabolism  gga04122: Sulfur relay system  gga00630: Glyoxylate and dicarboxylate metabolism  gga00480: Glutathione metabolism  gga00750: Vitamin B6 metabolism  gga00920: Sulfur metabolism  gga00240: Pyrimidine metabolism  gga00230: Purine metabolism |
| 1. Cell cycle | gga00030: Pentose phosphate pathway  gga03030: DNA replication  gga00230: Purine metabolism  gga00240: Pyrimidine metabolism  gga04110: Cell cycle |
| 1. Arachidonic acid metabolism | gga00590: Arachidonic acid metabolism |
| 1. DNA repair | gga03030: DNA replication  gga03410: Base excision repair  gga03420: Nucleotide excision repair  gga03430: Mismatch repair  gga03440: Homologous recombination  gga03450: Non-homologous end-joining |
| 1. Isoprene/Chol/Terpene | gga00140: Steroid hormone biosynthesis  gga00120: Primary bile acid biosynthesis  gga00900: Terpenoid backbone biosynthesis  gga00100: Steroid biosynthesis  gga00130: Ubiquinone and other terpenoid-quinone biosynthesis |
| 1. Neural crest development | gga04330: Notch signaling pathway  gga04370: VEGF signaling pathway  gga04916: Melanogenesis  gga04340: Hedgehog signaling pathway  gga04070: Phosphatidylinositol signaling system  gga04012: ErbB signaling pathway  gga04912: GnRH signaling pathway  gga04310: Wnt signaling pathway  gga04210: Apoptosis  gga04115: p53 signaling pathway  gga00830: Retinol metabolism  gga00562: Inositol phosphate metabolism  gga04020: Calcium signaling pathway |
| 1. Endocytosis | gga04144: Endocytosis  gga04145: Phagosome  gga04142: Lysosome  gga04146: Peroxisome |
| 1. mTOR-autophagy-N metabolism | gga04140: Autophagy  gga04150: mTOR signaling pathway |
| 1. Ribosomal Biogenesis | gga03010: Ribosome  gga03020: RNA polymerase  gga03060: Protein export  gga00970: Aminoacyl-tRNA biosynthesis  gga03013: RNA transport  gga04150: mTOR signaling pathway  gga03040: Spliceosome  gga03008: Ribosomal biogenesis in Eukaryotes |
| 1. Cell Adhesion Molecules | gga04514: Cell adhesion molecules (CAMs)  gga04520: Adherens junction  gga04510: Focal adhesion  gga04530: Tight junction  gga04540: Gap junction  gga04810: Regulation of actin cytoskeleton  gga04512: ECM-receptor interaction |
| 1. MAPK signaling pathway | gga04010: MAPK signaling pathway |
| 1. TCA/OxPhos | gga00030: Pentose phosphate pathway  gga00760: Nicotinate and nicotinamide metabolism  gga03320: PPAR signaing pathway  gga00740: Riboflavin metabolism  gga01212: Fatty acid metabolism  gga00730: Thiamine metabolism  gga01210: Oxocarboxylic acid metabolism  gga00640: Propanoate metabolism  gga00770: Pantothenate and CoA biosynthesis |
| 1. Selenocompound metabolism | gga00450: Selenocompound metabolism |
| 1. Cardiomyocyte signaling | gga04260: Cardiac muscle contraction  gga04261: Adrenergic signaling in cardiomyocytes  gga04270: Vascular smooth muscle contraction |
| 1. ABC transporters | gga02010: ABC transporters |
| 1. ErbB signaling pathway | gga04012: ErbB signaling pathway |

**S2 Table. KEGG Groupings.** The following table contains the clustered ‘meta-KEGG’ groups that were used to condense various KEGG pathways into clusters for the primary exon analysis. Note that a KEGG pathway can appear in multiple clusters, as dictated by biological function.

# Supplementary material for: Exon level machine learning analyses elucidate novel candidate miRNA targets in an avian model of fetal alcohol spectrum disorder
**Source:** PLoS Comput Biol. 2019 Apr 11;15(4):e1006937. doi: 10.1371/journal.pcbi.1006937
**Supplement:** S3 Table — The unique miRNAs in our dataset and miRNA gene targets identified by the TargetScan7.1 database were placed into DAVID for KEGG enrichment analysis, from which the p-value for each pathway was obtained. Only p-values below 0.05 are reported, except for the focal adhesion pathway under gga-miR-3533-3p and all KEGG pathways of gga-miR-1665.

| **miRNA ID** | **KEGG Pathways of TargetScan 7.1 miRNA-Gene Targets** | **P-Value*** |
| --- | --- | --- |
| gga-mir-1647-3p | gga04330:Notch signaling pathway | 0.006 |
| gga-mir-3064-3p | gga04144:Endocytosis  gga04910:Insulin signaling pathway  gga04068:FoxO signaling pathway  gga04931:Insulin resistance  gga04510:Focal adhesion  gga04914:Progesterone-mediated oocyte maturation | 6.94 x 10^-4^  0.002  0.003  0.009  0.009  0.026 |
| gga-mir-3533-3p | gga04150:mTOR signaling pathway  gga04340:Hedgehog signaling pathway  gga04510:Focal adhesion | 0.048  0.052  0.072 |
| gga-mir-6544-3p | gga04510:Focal adhesion  gga04310:Wnt signaling pathway  gga04910:Insulin signaling pathway  gga04012:ErbB signaling pathway  gga04010:MAPK signaling pathway  gga04340:Hedgehog signaling pathway  gga04810:Regulation of actin cytoskeleton  gga04068:FoxO signaling pathway  gga04931:Insulin resistance | 1.77 x 10^-6^  3.49 x 10^-4^  0.001  0.001  0.013  0.018  0.022  0.045  0.046 |
| gga-mir-6590-3p | gga04010:MAPK signaling pathway  gga04120:Ubiquitin mediated proteolysis  gga04914:Progesterone-mediated oocyte maturation  gga03015:mRNA surveillance pathway  gga04810:Regulation of actin cytoskeleton | 0.001  0.012  0.017  0.036  0.051 |
| gga-mir-6593-3p | gga04070:Phosphatidylinositol signaling system  gga04010:MAPK signaling pathway  gga04012:ErbB signaling pathway  gga04320:Dorso-ventral axis formation  gga04910:Insulin signaling pathway  gga04810:Regulation of actin cytoskeleton  gga04510:Focal adhesion | 0.003  0.006  0.006  0.011  0.012  0.038  0.046 |
| gga-mir-6602-5p | gga04070:Phosphatidylinositol signaling system  gga04150:mTOR signaling pathway  gga04510:Focal adhesion  gga04916:Melanogenesis  gga04115:p53 signaling pathway  gga04020:Calcium signaling pathway  gga04310:Wnt signaling pathway  gga03015:mRNA surveillance pathway  gga04810:Regulation of actin cytoskeleton  gga04340:Hedgehog signaling pathway  gga04910:Insulin signaling pathway  gga04931:Insulin resistance  gga04068:FoxO signaling pathway | 5.01 x 10^-4^  7.46 x 10^-4^  0.002  0.006  0.012  0.012  0.012  0.021  0.023  0.027  0.027  0.031  0.034 |
| gga-mir-6604-5p | gga04510:Focal adhesion  gga04020:Calcium signaling pathway | 0.005  0.008 |
| gga-mir-6639-5p | gga04120:Ubiquitin mediated proteolysis  gga04068:FoxO signaling pathway  gga04350:TGF-beta signaling pathway  gga04144:Endocytosis  gga04150:mTOR signaling pathway  gga04810:Regulation of actin cytoskeleton  gga04931:Insulin resistance  gga00534:Glycosaminoglycan biosynthesis - heparan sulfate  gga04012:ErbB signaling pathway  gga04114:Oocyte meiosis  gga04310:Wnt signaling pathway  gga04261:Adrenergic signaling in cardiomyocytes  gga04370:VEGF signaling pathway  gga03015:mRNA surveillance pathway  gga05168:Herpes simplex infection  gga04510:Focal adhesion  gga04070:Phosphatidylinositol signaling system | 3.55 x 10^-4^  6.75 x 10^-4^  0.001  0.002  0.003  0.004  0.006  0.008  0.013  0.016  0.018  0.020  0.027  0.036  0.040  0.041  0.044 |
| gga-mir-6667-5p | gga04510:Focal adhesion  gga04810:Regulation of actin cytoskeleton  gga04910:Insulin signaling pathway  gga04261:Adrenergic signaling in cardiomyocytes  gga04010:MAPK signaling pathway  gga04114:Oocyte meiosis  gga04340:Hedgehog signaling pathway  gga04012:ErbB signaling pathway  gga04912:GnRH signaling pathway  gga04310:Wnt signaling pathway  gga04144:Endocytosis  gga04020:Calcium signaling pathway  gga04931:Insulin resistance  gga05132:Salmonella infection | 8.22 x 10^-4^  0.001  0.002  0.002  0.004  0.007  0.008  0.010  0.010  0.018  0.022  0.024  0.035  0.045 |
| gga-mir-6706-5p | gga04144:Endocytosis  gga04810:Regulation of actin cytoskeleton  gga04910:Insulin signaling pathway  gga04510:Focal adhesion  gga04010:MAPK signaling pathway  gga04012:ErbB signaling pathway  gga04310:Wnt signaling pathway  gga04931:Insulin resistance  gga04114:Oocyte meiosis  gga04150:mTOR signaling pathway | 1.06 x 10^-4^  6.68 x 10^-4^  0.001  0.001  0.003  0.003  0.004  0.006  0.024  0.028 |
| gga-mir-6710-3p | gga04340:Hedgehog signaling pathway  gga04350:TGF-beta signaling pathway  gga04510:Focal adhesion  gga04810:Regulation of actin cytoskeleton  gga04910:Insulin signaling pathway  gga04114:Oocyte meiosis  gga04310:Wnt signaling pathway  gga04068:FoxO signaling pathway  gga04540:Gap junction  gga04931:Insulin resistance | 1.78 x 10^-4^  0.001  0.005  0.008  0.009  0.012  0.029  0.031  0.050  0.051 |
| gga-mir-1650-3p | gga00562:Inositol phosphate metabolism  gga04070:Phosphatidylinositol signaling system  gga04810:Regulation of actin cytoskeleton  gga04010:MAPK signaling pathway  gga04068:FoxO signaling pathway  gga04530:Tight junction  gga04120:Ubiquitin mediated proteolysis  gga04510:Focal adhesion  gga04310:Wnt signaling pathway  gga04144:Endocytosis  gga04350:TGF-beta signaling pathway  gga04910:Insulin signaling pathway | 5.66 x 10^-4^  0.001  0.004  0.008  0.009  0.011  0.011  0.013  0.024  0.037  0.046  0.049 |
| gga-mir-1665-3p | gga04810:Regulation of actin cytoskeleton  gga04115:p53 signaling pathway | 0.068  0.077 |
| gga-mir-6542-3p | gga04010:MAPK signaling pathway  gga04330:Notch signaling pathway  gga04810:Regulation of actin cytoskeleton  gga04068:FoxO signaling pathway  gga04931:Insulin resistance  gga04510:Focal adhesion | 9.52 x 10^-5^  0.004  0.007  0.021  0.045  0.049 |
| gga-mir-6565-3p | gga04931:Insulin resistance  gga04910:Insulin signaling pathway  gga04020:Calcium signaling pathway  gga04510:Focal adhesion  gga04350:TGF-beta signaling pathway  gga04330:Notch signaling pathway  gga04012:ErbB signaling pathway  gga00230:Purine metabolism  gga03020:RNA polymerase | 0.002  0.008  0.016  0.019  0.032  0.034  0.039  0.044  0.047 |
| gga-mir-6565-5p | gga04510:Focal adhesion  gga04010:MAPK signaling pathway  gga04150:mTOR signaling pathway  gga04914:Progesterone-mediated oocyte maturation  gga04012:ErbB signaling pathway  gga04350:TGF-beta signaling pathway  gga00770:Pantothenate and CoA biosynthesis | 0.002  0.002  0.007  0.011  0.013  0.038  0.054 |
| gga-mir-6619-5p | gga04012:ErbB signaling pathway  gga04510:Focal adhesion  gga04010:MAPK signaling pathway  gga04144:Endocytosis  gga04912:GnRH signaling pathway  gga04340:Hedgehog signaling pathway  gga04114:Oocyte meiosis  gga04150:mTOR signaling pathway  gga04540:Gap junction  gga04810:Regulation of actin cytoskeleton  gga04020:Calcium signaling pathway  gga04910:Insulin signaling pathway  gga03015:mRNA surveillance pathway  gga04530:Tight junction  gga04350:TGF-beta signaling pathway  gga04914:Progesterone-mediated oocyte maturation | 1.31 x 10^-4^  1.71 x 10^-4^  4.58 x 10^-4^  0.003  0.007  0.013  0.016  0.021  0.024  0.026  0.027  0.032  0.033  0.045  0.046  0.049 |

**S2 Table.** **Significantly Enriched KEGG Clusters for Each miRNA, as Predicted Using TargetScan.** The unique miRNAs in our dataset and miRNA gene targets identified by the TargetScan7.1 database were placed into DAVID for KEGG enrichment analysis, from which the p-value for each pathway was obtained. Only p-values below 0.05 are reported, except for the focal adhesion pathway under gga-miR-3533-3p and all KEGG pathways of gga-miR-1665.

How the deposited data were processed for this re-analysis (not part of the article)

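Cranial headfolds of chick embryos exposed to 52 mM alcohol or to isotonic saline for 90 min were collected 6 hr after the start of exposure, and were pooled by 23. The study holds 4 sequencing lanes, 2 per group. Each group was sequenced in a run of its own, so the comparison of treatments is also a comparison of runs.

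The authors deposited raw counts of fragments per exon part, made by trimming the reads, aligning them with Bowtie2 to Gallus gallus 5.0 and counting with featureCounts, without regard to strand and with both mates mapped. The signal values of the authors' deposited table are normalized counts, which the authors made by dividing counts by DEXSeq size factors, together with the base mean of each exon. The score values of that deposited table are exon usage coefficients that the authors took from DEXSeq for each condition, and their scale is not stated. The log2 values of that deposited table are the authors' DEXSeq log2 fold changes of exon usage, control over alcohol. It holds exons that the authors had kept at a Benjamini-Hochberg adjusted p-value below 0.1 and joined to pathway groups, so that an exon can have several entries, some of them repeated in full. It was reduced to 3630 distinct exons, and the normalized counts of these were matched to the count table.

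Gene names were taken from the tables of the paper alone. A gene reference for a later assembly shared no identifiers with the count table and was not used. Fragments that overlap several exon parts had not been assigned by the authors, and 51378 of the 220717 exon parts were shorter than the read length of 75 bases. Genes with combined identifiers were kept as 1 gene, and values for them are uncertain, since the counts of overlapping genes cannot be separated.

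The lanes held 20951322, 20861872, 15388474 and 16991925 counts. Lanes of a group were summed when the chi-square over genes, divided by its degrees of freedom, was under 1.1. It was 1.03 for control and 4.90 for alcohol, which left 1 control library and 2 alcohol libraries. Whether the lanes of a group hold separate pools is not known from the labels. The spread in the tests rests on the 2 alcohol lanes, and neither the tests nor the intervals cover differences between embryos or pools.

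Exon usage was tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood, diffSpliceDGE), for exon parts with at least 10 counts summed over the libraries in genes with at least 2 such parts. Abundance of exon parts and of genes was tested with edgeR's quasi-likelihood test. TMM normalization and a false discovery rate of 0.1 (Benjamini-Hochberg) were used throughout. The model of DEXSeq was fitted with DESeq2 1.42.0. Data were handled with data.table 1.17.8, and the remaining statistics were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and numba 0.67.0. The relation of the usage change to position in the gene was tested with 10000 permutations of the position within genes. The distance correction took a smoothed trend (span 0.2) over the distance from the 3' end off the usage change, in 2 passes.

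The PCA used scaled variables, and exons were ranked by their contributions to components 1 and 2, weighted by eigenvalue. HCPC and the self-organizing map were rebuilt from the descriptions in the paper. The miRNA exons were clustered with k-means (50 starts) and fuzzy c-means (fuzzifier 2) and tested with the Hopkins statistic (1000 draws), on 4 normalized counts where the paper gives 6 predictors. Their normalized counts came from the count table, since the authors' deposited table holds 8 of the 23 exons.

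The exons named in the text were fixed by rule: the exons of Table 1 from ACTB, ACTG1, GAPDH, CLDN1, RPS20, RPL39 and SFRP1, those with the 5 highest contributions, the exons of Table 4, and the 3 smallest p-values in each direction, of which identifiers without a name were limited to 2 that rose and 2 that fell.

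The tests were tested on simulated data with 200 changed exon parts. The edgeR usage test recovered 58 of them, among 174 calls of which 16 lay outside changed genes. The remaining calls, more than the recovered ones, fell on unchanged parts of changed genes. A called part is thus not always the part that changed. For parts with up to 30% of their gene's counts, it recovered 37 of 38 with a log2 change of 2 and 7 of 30 with a log2 change of 1. For parts with a larger share, it recovered 13 of 62 and 1 of 70. DEXSeq's model recovered 63 among 126 calls, with 1 call outside changed genes and the remaining ones on unchanged parts of changed genes. The abundance tests of edgeR recovered 166 exon parts (17 of 183 calls outside) and 189 genes (64 of 253 calls outside). For genes, the calls outside thus exceeded the false discovery rate of 0.1. DESeq2's Wald test recovered 88 exon parts, with 0 calls outside. With whole genes changed, the usage test made 0 calls. With a simulated distance trend, calls outside changed genes numbered 59 before and 21 after the correction. The trend taken off there was the planted one. The estimate of a trend from the data, as used for the real counts, was therefore not tested. The simulated permutation test gave a p-value of 0.0849 without a planted trend.

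The alternatives tried were DEXSeq's model, DESeq2's size factors, DESeq2's Wald test, library size alone, other count filters, a false discovery rate of 0.05, exon parts of at least 75 bases, every lane as its own library, leaving out each lane, and other variables and scales in the PCA and clustering. Isoform reconstruction, read coverage, the RDAVID analysis and target prediction were not analysed here.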

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

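Of the tests in this part, all were chosen after the result was seen, and so were the limits used to read them.

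In genes outside the authors' deposited table, 3083 exon parts of 1868 genes passed the usage test, 2712 higher and 371 lower after alcohol. The authors joined that table to pathway groups. The paper does report some exons outside the table: 15 of the 23 exons of Table 4, with exon part 3 of ZNF462 and exon part 64 of LRP1, which passed the usage test here, among them. These calls exceed the floor of 3 counts, but no control comparison with the same run difference exists.

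The choice of test was weighed first. DEXSeq's model made 2525 calls in these genes, more than 2 in 3 of the 3083, so the number of calls there does not rest on edgeR's test alone. A usage change that follows the distance from the 3' end was weighed next. With that trend taken off, 527 of the 3083 exon parts were still called, fewer than 2 in 3. A candidate explanation for most of these calls is therefore a difference in coverage along transcripts, from RNA quality, library preparation or the run. The trend was estimated from the same data and may also remove an effect of alcohol, because treatment and run are the same split of the lanes. The 527 exon parts are not fully explained by the trend. They cannot be assigned to alcohol either, since no lane separates the treatment from the run.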

How the results depend on the processing

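The distance correction, the DEXSeq model with every lane as its own library, the usage coefficients moved to their own exon, the use of all entries in place of distinct exons, the count-matched background and the added share of gene counts (in k-means, fuzzy c-means and the Hopkins statistic) were chosen after seeing the data. The other alternatives were set before the data were examined.

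Of 107 values of the main results under alternatives, 58 stayed on the same side of the threshold or within the spread, 48 moved and 1 became weaker. Of the 85 set in advance, 50 stayed and 35 moved. Some of the 58 stayed only because the intervals are wide for so few exons: the largest k-means cluster on log2 values held 9 exons against 14, although cluster membership changed (adjusted Rand index 0.461), and the direction of miRNA exons differed from their gene for 30.4% with library size alone, against 47.8%.

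Exon usage, with 4590 exon parts (4108 higher, 482 lower, 2589 genes), gave these counts where it moved. With no filter but a count above 0: 2729 exon parts (2429 higher, 300 lower, 1721 genes). With every lane as its own library: 9125 (7660 higher, 1465 lower, 4185 genes). With a false discovery rate of 0.05: 2338 (2106 higher, 232 lower, 1466 genes). With the distance correction in 1 pass: 1270 (1014 higher, 256 lower, 912 genes), and in 2 passes: 919 (618 higher, 301 lower, 707 genes). With DEXSeq's model 753 were lower, in 1688 genes, and with every lane as its own library in that model 1298 were lower. Higher calls outnumbered lower calls under every alternative run. The other alternatives stayed within 1.5 times.

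Differential abundance of exon parts (13885) moved to 5269 with DESeq2's Wald test and to 31872 with library size alone. That of genes (4933) moved to 1729, to 7826 and, with every lane as its own library, to 7746. With library size alone, higher calls were 95.5% of exon parts and 92.3% of genes, against 40.1% and 57.2% with TMM. With DESeq2's Wald test they were 9.70% of exon parts (511 higher, 4758 lower) and 53.3% of genes, and with size factors in edgeR 31.5% and 52.5%.

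Usage and abundance in opposite directions (9.31%) moved to 16.5% with library size alone and to 10.4% without control lane 6. Without each of the other lanes it stayed, at 9.59% to 10.1%. The rho of usage with position (-0.275) ranged from -0.276 to -0.201 with each lane left out, and was -0.0127 after the distance correction (p = 0.284 over permutations).

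The variance on the first 2 components (99.1%) and the contribution of exon part 4 of ACTB to component 1 (34.8%) were 98.7% and 0.297% on log2(normalized count + 1), 99.9% and 40.2% with the 4 normalized counts alone, 98.9% and 14.7% per length, and 99.2% and 14.3% with all entries. With the coefficients moved to their own exon, the contribution was 27.4%. With each lane left out they ranged from 99.1% to 99.3% and from 28.4% to 32.1%. The Hopkins statistic (0.792) was 0.809 on log2 values, 0.856 with exon 1 of gga-miR-3064 kept and 0.725 with the share of the gene's counts added. The share of miRNA exons whose direction differs from their gene (47.8%) was 69.6% against the other exon parts. The cause of these shifts was not tested, except for the distance correction, library size and lanes, whose tests are given among the other observations.

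The direction of usage reversed after the distance correction for exon part 23 of ACTG1 (0.0064), exon part 1 of DDX5 (0.045), exon part 1 of ATG2B (0.035) and exon part 1 of HEATR6 (0.000274), and with at least 10 counts in every library for exon part 1 of INO80 (0.023). Among the named exons of Table 1, the direction of abundance reversed with library size alone for CLDN1 exon part 4 (0.43), ACTB exon parts 11 (0.15), 12 (0.32) and 5 (0.082), and ACTG1 exon parts 22 (0.0070) and 6 (0.29). Among the genes of Table 2, it reversed for HNRNPA3 (0.17), ENSGALG00000001381+ENSGALG00000028375 (0.052), ITGB1 (0.17) and PPP1CB (0.32). Table 2 names this combined identifier ACTB. The identifier called ACTB elsewhere here, which Table 2 lists under gga-mir-3533, stayed lower (-0.16). Among the exons of Table 4, the direction of abundance also reversed for exon part 20 of REXO1 (0.12). There it reversed too for exon part 1 of INO80 (0.35), ATG2B (0.54), SLC41A1 (0.41), DGKZ (0.24) and DHX30 (0.12). Library size alone also shifts the median of all genes to 0.36 and of all exon parts to 0.63. Of the other values of named usage, 304 were the same, 43 stronger and 9 weaker. For the abundance of the named exons of Table 1 and the genes of Table 2, these numbers were 131, 12 and 15. With a lane left out, 161 of the named usage values stayed and 7 moved.

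No calls were made with a lane left out, a rule set in advance, so the called counts have no value there. Without an alcohol lane, each group is left with 1 library. Without a control lane, the layout is still that of the main fit, and the calls were not counted. The direction of the 4590 called exon parts changed for 0, 1, 0 and 0 of them. No paired analysis was possible because the lanes of the groups are not matched. Depth limits exon parts with few counts, such as 5 of the 23 miRNA exons with under 10 normalized counts in a lane.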

Differences from the paper's values

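The paper's 2271 decreased exons compare with 482 exon parts here. The paper's number counts entries of the authors' deposited table, in which exons recur, and the number here counts each exon part once. None of the alternatives set before the data were examined closed this gap (753 with DEXSeq's model, 482 with size factors, 510 with at least 10 counts in every library, 300 without a filter, 403 with exon parts of at least 75 bases, 1465 with every lane as its own library, 232 at a false discovery rate of 0.05). Against the 1210 distinct exons with lower usage in the authors' deposited table, 1465 with every lane as its own library lies within 1.5 times. So does 1298 with DEXSeq's model and every lane as its own library, a fit chosen after seeing the data. The paper's 1251 genes compare with 2589. DEXSeq's model (1688), no filter (1721) and a false discovery rate of 0.05 (1466) came within the limit. Size factors (2593), at least 10 counts in every library (2828), exon parts of at least 75 bases (2515) and every lane as its own library (4185) did not.

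Counted as distinct exons, the authors' deposited table holds 3630 exons against the paper's 6857, 2420 increased against the paper's 4586, and 1210 decreased against the paper's 2271. No alternative applies. Genes in both directions within the mTOR, autophagy and nitrogen group numbered 11 against the paper's 7, again without an alternative.

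The Hopkins statistic was 0.792 against the paper's 0.15. On log2 values it was 0.809, without scaling 0.789 and with exon 1 of gga-miR-3064 kept 0.856, and none of these closed the gap. The inputs differ as well. The paper gives 6 predictors for its miRNA data, and the values here rest on the 4 normalized counts, since usage coefficients are held for 8 of the 23 exons. With the share of the gene's counts in each group added as 2 further variables, chosen after seeing the data, the statistic was 0.725. The complement, a form chosen after seeing the values, was 0.208, and 0.144 with exon 1 of gga-miR-3064 kept.

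For the log2 fold change of exons (control over alcohol), the paper's 0.383 for ACTB exon part 4 compares with 0.12, the paper's -0.055 for exon part 11 with -0.31, the paper's -0.220 for exon part 12 with -0.48 and the paper's 0.018 for exon part 5 with -0.24. The paper's -0.222 for CLDN1 exon part 1 compares with -0.68 and the paper's 0.292 for ENO1 exon part 3 with 0.070. None of the alternatives set before the data were examined closed these gaps. The paper's 0.476 for CLDN1 exon part 4 compares with 0.023. DEXSeq's model (0.70) came within its error, and the others did not. Over all 37 exon values compared, however, DEXSeq's model differed from the paper for 16, against 7 in the main fit.

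For the gene-level log2 fold changes of Table 4, the paper's 0.248 for RRP12 compares with 0.50, and library size alone (0.14) closed the gap. Library size alone differed from the paper for 16 of the 17 genes, however, against 3 in the main fit. The paper's -0.024 for LRP1 compares with -0.22, and the alternatives gave values from -0.58 to -0.20. DESeq2's Wald test (-0.20) came within its wider standard error (0.190), but its value is that of size factors in edgeR (-0.20, standard error 0.166), so the gap was not closed. The paper's -0.0013 for DHX30 compares with 0.031, a gap well within the standard error here (0.154), and it is listed because the signs differ. None of the alternatives set before the data were examined gave both the paper's sign and a value within the error. The remaining alternatives did not close that of RRP12.

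For the gene-level log2 values of Table 2 (alcohol over control), the paper's 0.73941 for gga-mir-3533 compares with -0.51, the paper's 0.65804 for GAPDH with -0.57, the paper's 1.31928 for CLDN1 with 0.10, the paper's 0.75370 for ACTG1 with -0.46, and the paper's 1.24812 for EIF4G2 with 0.20. The gga-mir-3533 entry is the identifier called ACTB elsewhere here, and the entry that Table 2 names ACTB is ENSGALG00000001381. The paper's 0.74848 for HNRNPA3 compares with -0.19 and the paper's 0.78447 for the entry named ACTB with -0.30. The paper's 0.61603 for RPS20 compares with -0.71 and the paper's 0.78447 for ITGB1 with -0.19. Table 2 gives ITGB1 the same value, adjusted p-value and Wikigene name as its ACTB entry, so the ITGB1 entry may be a copy. The paper's 1.35157 for PPP1CB compares with -0.034, the paper's 0.63949 for RPL39 with -0.57, the paper's 1.46779 for SFRP1 with 0.50 and the paper's 0.60924 for NME2 with -0.70. None of the alternatives closed any of these gaps.

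The paper gives exon part 2 of SFRP1 as the up-regulated exon with a large log2 fold change among the top 50. Here, and in the authors' deposited table, it is exon part 12 of GAPDH (1.65 here). Table 2 lists positive values for all 13 of its genes, and here 3 of 13 had a positive log2 change. The paper's 40 down-regulated exons among the top 50 compare with 41. The paper counts 13 genes of the top 50 on its gene-level list. That list is held here in part, so it was not recounted in full, and 11 genes of the top 50 and 8 of the 13 genes of Table 2 are on the overlap list of S1 Table. The paper's 19 miRNAs in the Results compare with 17, the number in the paper's Discussion. The paper's 70% is for miRNA exons with a fold change distinct from that of their gene, without a stated criterion. The direction differed for 47.8%, for 69.6% when set against the other exon parts and for 30.4% with library size alone. The paper places exon 15 of gga-miR-6667 in another fuzzy cluster than k-means and exon 13 of gga-miR-3064 between clusters, and here, on the 4 normalized counts, the largest memberships were 78.3% and 83.8%, both in the least abundant cluster. With the 2 shares added, exon 15 of gga-miR-6667 had 90.1% in the next cluster, where k-means placed it too, and exon 13 of gga-miR-3064 had 93.2% in the least abundant one. The gap may thus come in part from the variables used. The paper groups exon 1 of gga-miR-6706 with exons of the least abundant cluster, and here the mean distance within that group was 2.02, or 0.0247 with exon 9, a replacement chosen after seeing the values.

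Of the named exons that the paper lists and the usage test did not call, DEXSeq's model called ACTB exon parts 4, 11 and 12, CLDN1 exon part 4, RPS20 exon part 1, RPL39 exon part 3, SFRP1 exon part 2, ACTG1 exon part 6, ENO1 exon part 3 and DDX5 exon parts 11 and 13. With every lane as its own library, ACTB exon parts 11 and 12, ACTG1 exon part 6, REXO1 exon part 20, SLC41A1 exon part 1, RRP12 exon parts 1, 27 and 28, DDX5 exon parts 11 and 13, SRF exon part 1 and DGKZ exon part 9 were called. With at least 10 counts in every library, DDX5 exon part 13, SRF exon part 1 and RRP12 exon parts 27 and 28 were called. DEXSeq's model with every lane as its own library, chosen after seeing the values, called ACTB exon parts 4, 5, 11 and 12, GAPDH exon part 26, CLDN1 exon part 4, RPS20 exon part 1, RPL39 exon part 3, SFRP1 exon part 2, ACTG1 exon part 6, ENO1 exon part 3, REXO1 exon part 20, DDX5 exon parts 1 and 13, RRP12 exon part 1 and DHX30 exon part 1.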

Other observations

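The tests of position, of length and of the most abundant exons were set before the result was seen. The other tests in this part, with the limits used to read them, were chosen after it was seen, and for most of them after the values were known.

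More exons of the authors' deposited table had higher than lower usage after alcohol. If coverage along the gene differed between the runs, the usage change would follow position with a rho beyond 0.1 in size. It was -0.275. The rho with the length of the exon part was -0.189, also beyond 0.1. It was -0.219 with the counts of the exon part and -0.406 with its share of the gene's counts, the strongest of the properties tried, so the rho with position does not single out coverage. With the trend over the distance from the 3' end taken off, 919 exon parts were called in place of 4590, and 766 of the 4590 stayed called. The trend ran from -0.08 at 100 bases to 0.88 at 10000 bases. A difference in coverage towards the 3' end may therefore account for most calls, from the run, the library or RNA quality. It is not separable from an effect of alcohol on 3' ends, since treatment and run are confounded, and the correction may take away such an effect too. The calls that remain are not fully explained by the trend.

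Among the top 50 exons of the PCA, 43 were among the 50 most abundant exons of the list, and 44 of those 50 had lower usage. The share of down-regulated exons in the top 50 may therefore follow from abundance, which component 1 tracks. Since abundant exon parts lie mostly at the 3' end (37 of the top 50 in the last of 5 stretches), the explanation by coverage also applies to them.

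Calls were mostly higher after alcohol. If this came from a gene total dominated by 1 exon part, the share of higher calls would fall to 60% or less when each exon part is set against the median part of its gene. It was 86.4%, against 89.5% before. Because the calls were selected for a large usage change, taking off the median part could hardly turn their direction, so this value cannot decide, and the explanation remains open. For the exons of the authors' deposited table, the share fell from 66.7% to 57.0%. Of the exon parts with the most counts of their gene, 76 were called, 14.5% of them higher, against 90.8% of the 4514 calls among other parts. In simulated data the usage test recovered 1 of 70 exon parts with over 30% of their gene's counts and a log2 change of 1, so calls among such parts are expected to be few.

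With every lane as its own library, more exon parts were called. The chi-square of the control lanes over its degrees of freedom was 1.03, as for 1 library sequenced on 2 lanes. The additional calls may thus come from counting the lanes of a library as replicates.

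With library size alone, most exon parts were higher after alcohol. With the mitochondrial counts left out of the library size, the median log2 change of exon parts was 0.37, beyond the limit of 0.1, so a larger mitochondrial share in the control lanes could account for part of the shift only. For genes, the median went from 0.36 to 0.0999765, just within that limit, so the test gives different answers for exon parts and for genes.

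The values of Table 2 lie above the log2 changes computed here, by a median of 1.22. If they are read as ratios and log2 is taken, the median gap is 0.0750, and 12 of 13 have the same sign as here, against 3 of 13. The 13 include ITGB1, whose entry may be a copy of the entry of ENSGALG00000001381. With library size alone, the median gap is 0.862 read as log2 values and 0.344 read as ratios, with the same sign for 7 and 10 of 13. Table 2 may thus hold ratios on a linear scale, under which most of its genes are lower after alcohol. For ACTB, which Table 2 lists under gga-mir-3533, log2 of the paper's 0.73941 is -0.44. The paper's 0.439 in Table 4 is given as control over alcohol.

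For 2229 of the 3630 exons of the authors' deposited table, the base mean matched another exon of the same gene. Over these, the usage coefficients had a rho of -0.0444 with the usage change computed here for the exon they are listed with. For the exon whose counts match the base mean, the rho was 0.981. Over the other 1401 exons, the rho with the exon they are listed with was 0.991. The coefficients may thus be listed with another exon of the same gene for the 2229 exons alone. With the coefficients moved, the first 2 components held 99.1% of the variance and 44 of the top 50 exons had lower usage.

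In none of these patterns was a biological explanation tested apart from the run.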
